# γδ^+^ T-cell-derived IL-17A stimulates airway epithelial/stromal cells to secrete G-CSF, promoting lung-specific pathogenic Siglec-F^+^ neutrophil development in PPE-induced emphysema

**DOI:** 10.1038/s41423-025-01301-x

**Published:** 2025-06-03

**Authors:** JungHyub Hong, Myeong-Ho Kang, Jinjoo Lee, Min-Suk Cha, Yoe-Sik Bae, Hye Young Kim, Yong Taik Lim, Yong-Soo Bae

**Keywords:** Porcine pancreatic elastase (PPE), Emphysema, Siglec-F^+^ neutrophils, IL-17A, G-CSF, γδ^+^ T cells, Epithelial/stromal cells, G-CSF receptor signaling, Neutrophils, Chronic inflammation

## Abstract

Neutrophils play a pivotal role in the progression of IL-17-mediated airway inflammation, but the mechanisms underlying their pathological differentiation remain poorly understood. In this study, we identified a distinct population of lung-specific pathogenic Siglec-F^+^ neutrophils in a porcine pancreatic elastase (PPE)-induced mouse model of emphysema. Compared with conventional neutrophils, these Siglec-F^+^ neutrophils exhibited increased phagocytic activity, increased extracellular trap formation, increased production of proinflammatory cytokines, and reduced IL-10 levels. During the early phase of acute inflammation following PPE instillation, IL-17A levels in the lungs increase, which is driven primarily by γδ^+^ T cells. IL-17A stimulated lung epithelial/stromal cells to secrete granulocyte colony-stimulating factor (G-CSF), which promoted the differentiation of Siglec-F^+^ neutrophils via the JAK2/STAT3 pathway and the PI3K-independent mTOR and p38 MAPK signaling pathways. Neutralizing G-CSF or inhibiting JAK2/STAT3, mTOR or p38 MAPK signaling significantly suppressed Siglec-F^+^ neutrophil development, resulting in the alleviation of emphysematous symptoms. Our findings underscore the crucial role of Siglec-F^+^ neutrophils in the pathogenesis of PPE-induced emphysema and suggest that targeting the IL-17A/G-CSF axis or G-CSF receptor downstream signaling pathways may represent a promising therapeutic strategy for treating emphysema.

## Introduction

Chronic obstructive pulmonary disease (COPD) has become the third leading cause of death globally, with both morbidity and mortality expected to increase [1, 2]. COPD is a complex lung condition characterized by chronic inflammation due to exposure to air pollutants or persistent airflow obstruction and is often accompanied by emphysematous changes [3, 4]. In addition to environmental factors, emphysema is significantly associated with genetic risk factors, particularly alpha-1 antitrypsin (AAT) deficiency, which impairs the regulation of neutrophil elastase, leading to destruction of the alveoli and resulting lung damage [5, 6]. Therefore, current treatments for emphysema patients include augmentation therapy, which aims to maintain adequate AAT protein levels throughout their lifetime, delaying lung damage [7].

Interleukin (IL)-17 is a well-known proinflammatory cytokine that induces neutrophilic inflammation through the induction of IL-1β, macrophage inflammatory protein 2, keratinocyte-derived chemokine, and granulocyte colony-stimulating factor (G-CSF), contributing to the host defense reaction against various infectious pathogens [8–10]. In contrast, IL-17 exacerbates the symptoms of autoimmune inflammatory diseases [11–13]. Recently, IL-17, produced by T lymphocytes, has been reported to be associated with pathological processes in asthma, cystic fibrosis, and COPD, where it induces neutrophil-mediated inflammation by stimulating IL-6, tumor necrosis factor-α (TNF-α), G-CSF, and granulocyte‒macrophage colony‒stimulating factor (GM‒CSF) [10, 14, 15]. Although IL-17 is involved in neutrophil recruitment, its role in further functional differentiation of neutrophils remains poorly understood.

Airway neutrophilia is a characteristic feature observed in all COPD patients regardless of age and is associated with the progression of symptoms independent of disease onset. Neutrophils circulate through the blood from the bone marrow and migrate to the lungs, where they perform physiological responses such as degranulation in the inflammatory environment [16]. In the early stages of COPD, the number of neutrophils in the blood increases, resulting in molecular and functional alterations that correlate with a decline in lung function [17]. In COPD patients, G-CSF levels are elevated in bronchoalveolar lavage fluid (BALF), serum, and sputum [18–20]. Consequently, G-CSF has been proposed as a potential therapeutic target and biomarker for COPD. However, the role of G-CSF in COPD remains controversial. On the one hand, G-CSF deficiency has been shown to reduce lung inflammation and damage [18]; on the other hand, administering G-CSF promotes the regeneration of alveolar structures [21]. Therefore, understanding the clear role of G-CSF in each airway inflammatory disease is crucial.

Siglec-F^+^ neutrophils, which express Siglec-F, which is traditionally known as a marker for eosinophils, have recently been identified as a subtype of neutrophils found in inflamed lung, spleen, kidney, heart, and tumor tissues [22–28]. Compared with conventional neutrophils, Siglec-F^+^ neutrophils exhibit an activated phenotype characterized by increased reactive oxygen species (ROS) production and neutrophil extracellular trap (NET) formation, indicating their pathogenic role. Despite this importance, the development of Siglec-F^+^ neutrophils and their role in exacerbating symptoms in emphysema remain unclear.

In this study, we found that (1) a distinct population of lung-resident pathogenic Siglec-F^+^ neutrophils exists in mice with PPE-induced emphysema and that (2) lung-resident γδ^+^ T-cell-derived IL-17A stimulates lung airway epithelial/stromal cells to produce G-CSF, which drives the development of Siglec-F^+^ neutrophils through the JAK2/STAT3, PI3K-independent mTOR, and p38 MAPK signaling pathways, ultimately contributing to the development of emphysema and symptom exacerbation.

## Results

### Siglec-F^+^ neutrophils are newly identified in the lungs of mice with PPE-induced emphysema

PPE-induced inflammation and emphysema result in the recruitment of neutrophils [16]. Compared with control mice, mice that were intratracheally instilled with PPE presented an increased mean linear intercept (MLI), indicating the induction of emphysema (Fig. S1A). Unexpectedly, neutrophils expressing Siglec-F were observed in the lungs of mice with PPE-induced emphysema (Figs. 1A, S1B). These Siglec-F^+^ neutrophils exhibited Siglec-E expression similar to that of conventional neutrophils but lacked expression of CCR3, a characteristic marker of eosinophils, confirming their identity as neutrophils (Fig. S1C). The presence of Siglec-F^+^ neutrophils peaked 4 days after PPE instillation and nearly disappeared on day 7 (Figs. 1B, S1D). Several studies have shown the presence of Siglec-F^+^ neutrophils in various organs [22–28]. In our study, these cells were exclusively observed in the lung tissue and BALF (Figs. 1C, S1E). In an intravenous staining experiment in which a fluorescent-conjugated CD45.2 Ab was used to track the circulating cells, the Siglec-F^+^ neutrophils were not stained, although most conventional neutrophils were stained (Fig. 1D). This finding suggests that, unlike the majority of conventional neutrophils, Siglec-F^+^ neutrophils reside in the lung tissue. Notably, Siglec-F^+^ neutrophils displayed greater phagocytic activity (Fig. 1E) and NET levels than conventional neutrophils did (Fig. 1F). Additionally, they produced elevated levels of proinflammatory cytokines such as TNF-α, IL-6, and IL-1β, while the level of the anti-inflammatory cytokine IL-10 was reduced (Fig. 1G). Furthermore, when Siglec-F^+^ neutrophils isolated from the lungs of PPE-induced emphysema mice were transferred intratracheally (*i.t*.) into naïve wild-type (WT) mice, the lungs of the recipient mice presented a greater increase in the MLI than did those of conventional neutrophils or phosphate-buffered saline (PBS)-treated control mice (Fig. 1H). Together, these findings suggest that Siglec-F^+^ neutrophils represent a distinct population in the PPE-induced emphysema model and play a more pathogenic role than do conventional neutrophils by residing specifically in the lung and exacerbating emphysema.

**Fig. 1:**
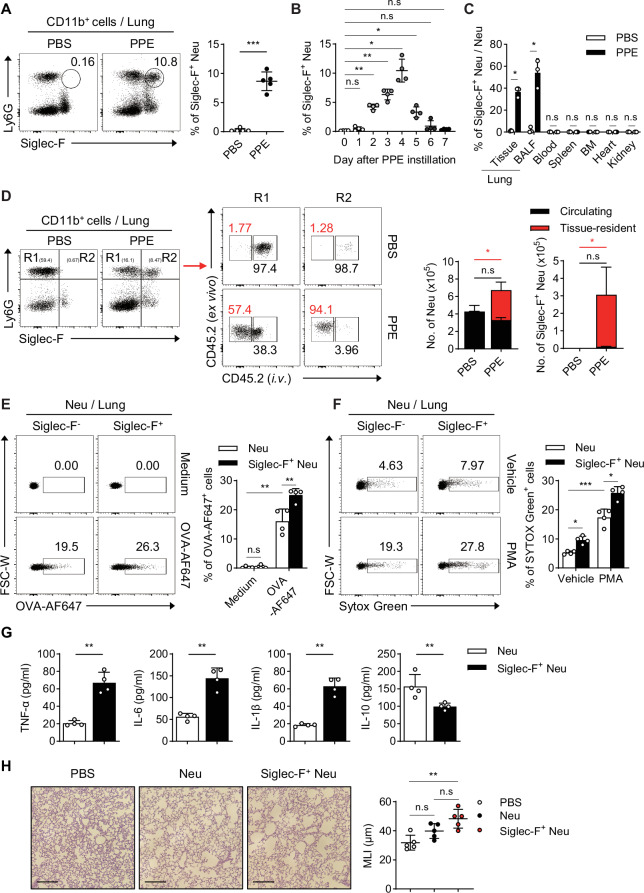
Newly detected Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice. **A** Representative FACS plot showing the CD11b^+^ cell gate and the frequency of Siglec-F^+^ neutrophils in the lungs of PPE-instilled mice on day 4 (*n* = 5 per group). **B** Frequencies of Siglec-F^+^ neutrophils assessed daily over 7 days in the lungs of PPE-instilled mice (*n* = 4 per group). **C** Frequencies of Siglec-F^+^ neutrophils in the organs of PPE-instilled mice on day 4 (*n* = 4 per group). **D** Representative FACS plots showing the CD11b^+^ cell gate in the lungs of PPE-induced emphysema mice assessed 5 min after intravenous staining with anti-CD45-PE. The frequencies of PE^+^ circulating, PE^--^ resident conventional, and Siglec-F^+^ neutrophils were assessed (*n* = 4 per group). **E** Neutrophils harvested from the lungs of PPE-induced emphysema mice on day 4 were cultured with AF647-labeled OVA for 3 h. AF647^+^ cells were then analyzed to assess phagocytic activity (*n* = 4 per group). **F** Neutrophils were isolated from the lungs of PPE-induced emphysema mice on day 4 and then treated with 5 μM PMA for 4 h. NET formation in conventional neutrophils and Siglec-F^+^ neutrophils was assessed by staining with SYTOX Green (*n* = 4 per group). **G** The levels of cytokines secreted by conventional neutrophils and Siglec-F^+^ neutrophils sorted from the lungs of PPE-induced emphysema mice on day 4 were measured 24 h after stimulation with LPS (*n* = 4 per group). **H** Conventional neutrophils and Siglec-F^+^ neutrophils sorted from the lungs of PPE-induced emphysema mice on day 4 were intratracheally transferred into WT mice. Lung tissue histology after H&E staining and the mean linear intercept (MLI) of the recipient mice were then assessed. Scale bar = 200 μm (*n* = 5 per group). Unpaired two-tailed Student’s t test with Welch’s correction **A,** **C,** **G**, unpaired one-way ANOVA with Dunnett’s T3 post hoc test **B,** **H**, and unpaired two-way ANOVA with Tukey’s post hoc test **D–F** were used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001; *ns*, not significant; error bars indicate the means ± SDs

### IL-17A is essential for the development of Siglec-F^+^ neutrophils in PPE-induced emphysema

IL-17A plays a significant role in the development of PPE-induced emphysema, and its deficiency has been shown to delay disease progression [29]. However, the relationship between IL-17A and Siglec-F^+^ neutrophils in emphysema is not well understood. To explore this association, we induced emphysema in IL-17A-knockout (IL-17A^KO^) mice and examined changes in the population of Siglec-F^+^ neutrophils. The population and number of Siglec-F^+^ neutrophils were lower in the IL-17A-deficient mice than in the WT mice (Fig. 2A). Additionally, lung histology revealed a lower MLI in IL-17A-deficient mice than in WT mice (Fig. S2A), which is consistent with a previous report [29]. Neutralizing IL-17A also reduced the number of Siglec-F^+^ neutrophils in emphysema-induced mice, mirroring the effect observed in IL-17A-deficient mice (Fig. 2B). Similarly, IL-17A-neutralized mice presented a lower MLI than IgG controls did (Fig. S2B). To assess the potential involvement of IL-17F in the PPE-induced emphysema model, we used an anti-IL-17F neutralizing antibody. The results revealed a decreasing trend in the Siglec-F⁺ neutrophil population, although the reduction was less pronounced than that observed with anti–IL-17A antibody treatment (Fig. S2C). These findings are consistent with a previous report indicating that IL-17A is more potent than IL-17F in promoting neutrophil-mediated airway inflammation [30]. To further investigate the correlation between IL-17A and Siglec-F^+^ neutrophils during emphysema progression, we examined the kinetics of Siglec-F^+^ neutrophil frequency and the IL-17A concentration. Following PPE installation, IL-17A levels increased rapidly within a day and then gradually declined, whereas the frequency of Siglec-F^+^ neutrophils increased from day 2 to day 4 after emphysema onset and subsequently declined (Fig. 2C). Moreover, the administration of recombinant IL-17A restored the reduced Siglec-F^+^ neutrophil population in the IL-17A-deficient mice to levels comparable to those in the WT mice (Fig. 2D). These findings suggest a positive correlation between the IL-17A concentration and the frequency of Siglec-F^+^ neutrophils in patients with PPE-induced emphysema.

**Fig. 2:**
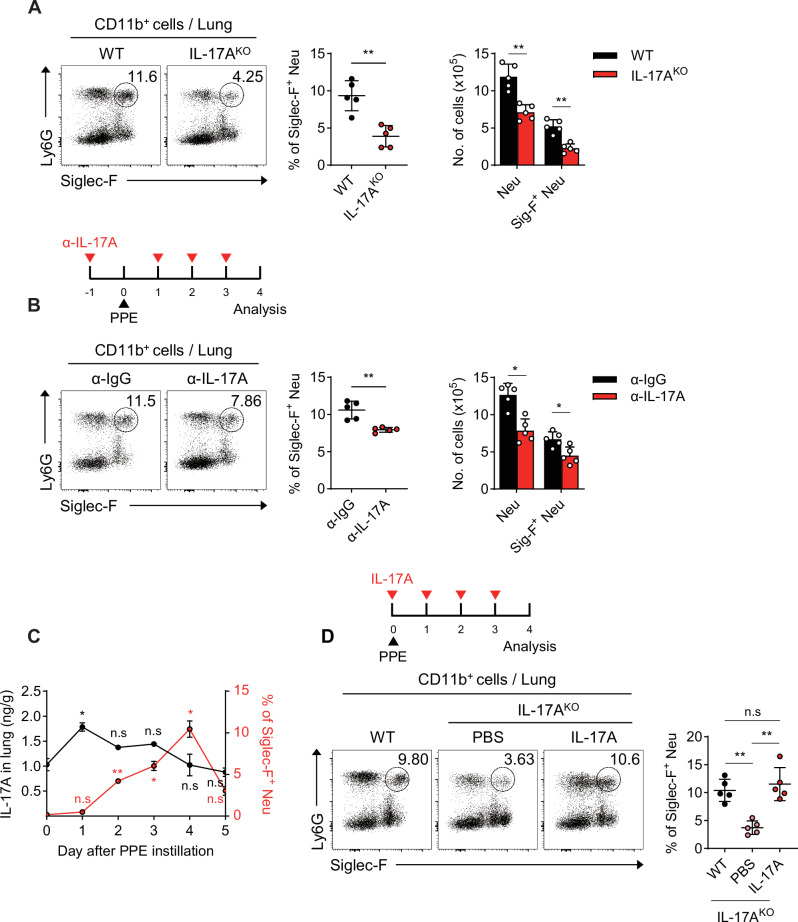
IL-17A is essential for the development of Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice. **A** Representative FACS plot of the CD11b^+^ cell gate and the frequency and absolute cell number of Siglec-F^+^ neutrophils in the lungs of WT and IL-17A^KO^ mice 4 days after PPE instillation (*n* = 4 per group). **B** Experimental protocol for anti-IL-17A administration and PPE instillation. Representative FACS plot of the CD11b^+^ cell gate and the frequency and absolute cell number of Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice in which IL-17A was depleted (*n* = 5 per group). **C** The concentrations of IL-17A (black circles) and the frequencies of Siglec-F^+^ neutrophils (red circles) were assessed over 5 days following PPE instillation (*n* = 4 per group). **D** Experimental protocol for recombinant IL-17A administration and PPE instillation. The frequency of Siglec-F^+^ neutrophils in the lungs of WT and IL-17A^KO^ mice was assessed 4 days after PPE instillation, with or without recombinant IL-17A administration to IL-17A^KO^ mice (*n* = 5 per group). Unpaired two-tailed Student’s *t* test with Welch’s correction **A,** **B**, unpaired one-way ANOVA with Dunnett’s T3 post hoc test **C**, and unpaired two-way ANOVA with Tukey’s post hoc test **D** were used to measure significance. *P < 0.05, **P < 0.01; *ns*, not significant; error bars indicate the mean ± SD (SEM in C)

### Lung γδ^+^ T cells are the major source of IL-17A in the PPE-induced emphysema model

We induced emphysema in Rag1-knockout (Rag1^KO^) mice and examined changes in the Siglec-F^+^ neutrophil population. The results revealed that the number of Siglec-F^+^ neutrophils was significantly lower in Rag1^KO^ mice than in WT mice (Fig. 3A). IL-17A is produced by various T-cell subsets, including Th17, Tc17, and double-negative T cells [29, 31, 32], as well as type 3 innate lymphoid cells (ILC3s) [33]. In our study, γδ^+^ T cells were the prominent IL-17A-expressing cells, with the highest absolute cell count among the T-cell subsets (Figs. 3B, S3A). Although IL-17A was also expressed by ILC3s in emphysema, the frequency and absolute cell number of IL-17A^+^ ILC3s were markedly lower than those of γδ^+^ T cells (Fig. S3B). Therefore, we postulated that γδ^+^ T-cell-derived IL-17A may be linked to the Siglec-F^+^ neutrophil population. Indeed, treatment with an anti-Vγ2 TCR antibody significantly reduced the frequency (Fig. 3C) and absolute cell number (Fig. 3D) of the Siglec-F^+^ neutrophils in the lungs. When γδ^+^ T cells were depleted in PPE-treated mice, disease symptoms were significantly alleviated (Fig. 3E). Cytokine-blocking assays revealed that IL-1β and IL-23 play major roles in stimulating γδ^+^ T cells to produce IL-17A (Fig. 3F). These findings suggest that lung γδ^+^ T cells, which are activated by inflammatory cytokines, are the major source of IL-17A in PPE-induced emphysema and are closely associated with the development of Siglec-F^+^ neutrophils.

**Fig. 3:**
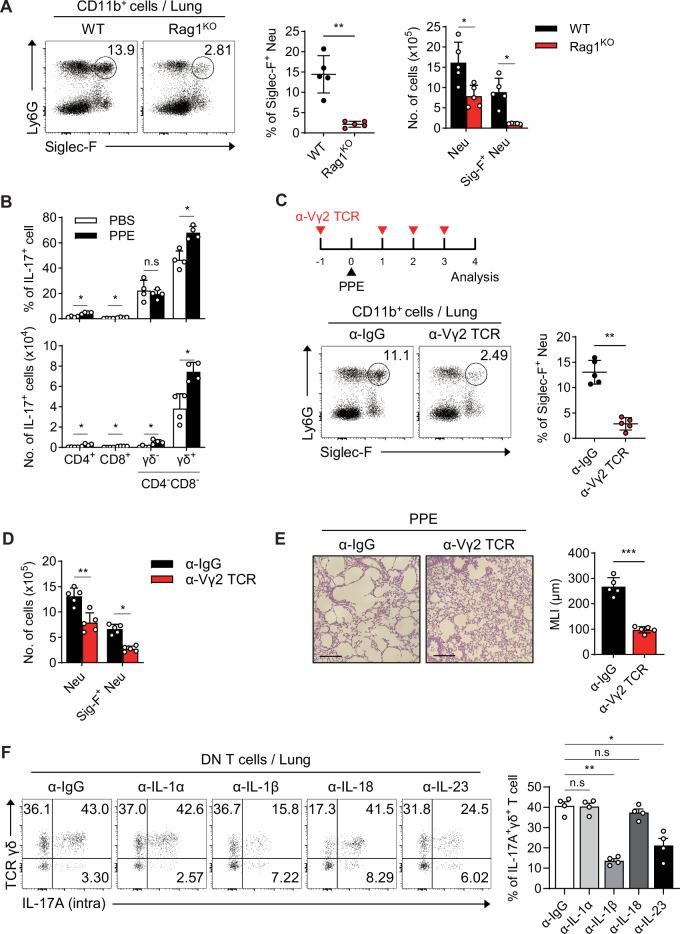
Lung γδ^+^ T cells are the major source of IL-17A in the lungs of PPE-induced emphysema mice. **A** The frequency and quantification of Siglec-F^+^ neutrophils in the lungs of WT and Rag1^KO^ mice 4 days after PPE instillation (*n* = 5 per group). **B** The frequency and absolute number of IL-17A-expressing cells among T-cell subsets in the lungs of WT mice were analyzed on day 2 after PPE instillation (*n* = 4 per group). **C** Experimental protocol for anti-Vγ2 TCR administration in the PPE-induced emphysema model. The frequency of Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice was assessed on day 4 after depletion of γδ^+^ T cells (*n* = 5 per group). **D** Absolute number of Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice on day 4 after depletion of γδ^+^ T cells (*n* = 5 per group). **E** Lu*n*g tissue histology and the MLI on day 4 in PPE-instilled WT mice pretreated with either anti-IgG or anti-Vγ2 antibodies. Scale bar = 200 μm (*n* = 5 per group). **F** The frequency of γδ^+^ T cells in the lungs of PPE-induced emphysema mice two days after the administration of cytokine-blocking antibodies (*n* = 4 per group). Unpaired two-tailed Student’s t test with Welch’s correction **A left**-**C, and E**, unpaired one-way ANOVA with Dunnett’s T3 post hoc test **F**, and unpaired two-way ANOVA with Tukey’s post hoc test **A right,** **D** were used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001; *ns*, not significant; error bars indicate the means ± SDs

### IL-17A-derived G-CSF plays a crucial role in the development of Siglec-F^+^ neutrophils in the lungs of emphysema mice

Neutrophils are affected by BALF, which contains pulmonary environmental factors that reduce neutrophil apoptosis and extend their lifespan [34]. We hypothesized that the altered lung environment in emphysema includes factors that induce the differentiation of neutrophils into Siglec-F^+^ neutrophils. Notably, BALF from PPE-treated mice, unlike that from PPE-untreated control mice, could induce the differentiation of bone marrow (BM)-derived neutrophils into Siglec-F^+^ neutrophils (Fig. S4A). Furthermore, this differentiation into Siglec F^+^ neutrophils decreased as the dilution rate of PPE-BALF increased (Fig. S4B). These findings suggest that soluble factors in the PPE-induced lung environment drive the differentiation of pathogenic Siglec-F^+^ neutrophils. To explore whether IL-17A influences the differentiation of Siglec-F^+^ neutrophils, we isolated BALF from PPE-treated IL-17A^WT^ and IL-17A^KO^ mice and then cultured BM-neutrophils with these BALF samples. Compared with that in IL-17AWT mice, the differentiation of Siglec-F^+^ neutrophils in BALF from IL-17A^KO^ mice was reduced (Fig. 4A). However, neutralizing IL-17A in IL-17A^WT^-PPE-BALF did not affect Siglec-F^+^ neutrophil differentiation (Fig. 4B), and adding recombinant IL-17A to IL-17A^KO^-PPE-BALF did not increase the differentiation of Siglec-F^+^ neutrophils (Fig. 4C). These results indicate that IL-17A is essential but does not directly affect Siglec-F^+^ neutrophil differentiation. IL-17 stimulates lung airway epithelial/stromal cells to produce CXCL1, a potent neutrophil chemoattractant [30, 35]. When CXCL1 was blocked in PPE-induced emphysema mice, neutrophil migration into the lungs was markedly reduced, and the number of Siglec-F⁺ neutrophils was significantly decreased (Fig. S4C middle). However, the frequency of neutrophils differentiating into a Siglec-F⁺ subset remained unchanged (Fig. S4C left and right). These results suggest that IL-17A-derived CXCL1 is not directly involved in the differentiation of lung-migrated neutrophils into Siglec-F⁺ neutrophils. It is also well known that IL-17A activates other cells, leading to the secretion of proinflammatory cytokines such as IL-1β, IL-6, TNF-α, G-CSF, and GM-CSF [36]. When cultured with these inflammatory cytokines, only G-CSF and GM-CSF induced differentiation into Siglec-F^+^ neutrophils, whereas the other cytokines did not (Fig. 4D). Neutralizing G-CSF in IL-17A^WT^-PPE-BALF significantly inhibited the differentiation of Siglec-F^+^ neutrophils, whereas neutralizing GM-CSF had no effect (Fig. 4E). In PPE-induced emphysema, G-CSF levels increased until day 2 and then decreased (Fig. 4F), whereas GM-CSF levels showed little change compared with those in the control (Fig. S4D). There was a positive correlation between the concentration of G-CSF in the BALF and the increase in the Siglec-F^+^ neutrophil population (Fig. 4G). In addition, as the concentration of G-CSF in BM-neutrophil cultures increased, Siglec-F^+^ neutrophil differentiation increased in a dose-dependent manner (Fig. S4E). Compared with the control condition, neutralizing G-CSF in PPE-induced emphysema mice reduced alveolar damage (Fig. 4H) and decreased the number of Siglec-F^+^ neutrophils and the cell count (Fig. S4F). Although BM-neutrophils cultured with IL-17A^WT^-PPE-BALF differentiated into Siglec-F^+^ neutrophils, BM-eosinophils did not (Fig. S4G). Similarly, BM-neutrophils cultured with G-CSF differentiated into Siglec-F^+^ neutrophils, whereas BM-eosinophils did not (Fig. S4H). Like BM-derived neutrophils, lung-derived neutrophils also efficiently differentiated into Siglec-F^+^ neutrophils in response to G-CSF (Fig. S4I). Collectively, these findings suggest that γδ^+^ T-cell-derived IL-17A does not directly induce Siglec-F^+^ neutrophil differentiation. Instead, it seems to stimulate other cells to secrete G-CSF, which is crucial for the development of Siglec-F^+^ neutrophils.

**Fig. 4:**
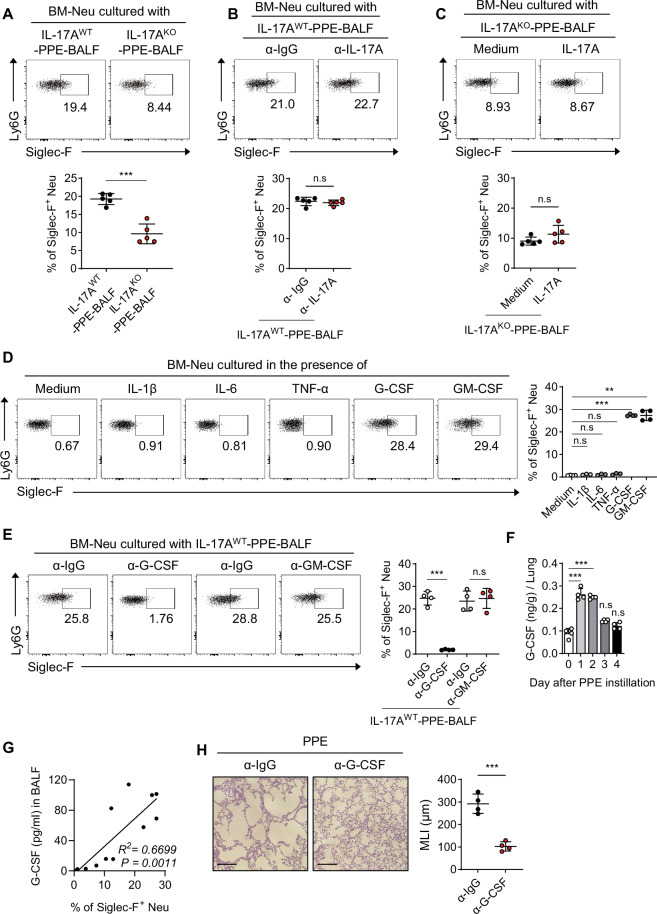
IL-17A-derived G-CSF plays a crucial role in the development of Siglec-F^+^ neutrophils in the lungs of emphysema mice. **A** The frequency of Siglec-F^+^ neutrophils was assessed in BM-neutrophil cultures after 48 h of incubation with cell-free BALF isolated from PPE-instilled WT and IL-17A^KO^ mice (*n* = 5 per group). **B** The frequency of Siglec-F^+^ neutrophils in BM-neutrophil cultures after 48 h of incubation with cell-free BALF isolated from PPE-instilled WT mice in the presence of either anti-IgG or anti-IL-17A (*n* = 5 per group). **C** The frequency of Siglec-F^+^ neutrophils in BM-neutrophil cultures after 48 h of incubation with cell-free BALF isolated from PPE-instilled IL-17A^KO^ mice in the presence of recombinant IL-17A (*n* = 5 per group). **D** The frequency of Siglec-F^+^ neutrophils in BM-neutrophil cultures after 48 h of incubation with recombinant cytokines (*n* = 4 per group). **E** The frequency of Siglec-F^+^ neutrophils in BM-neutrophil cultures after 48 h of incubation with cell-free BALF isolated from PPE-instilled WT mice, along with blocking antibodies for each cytokine (*n* = 4 per group). **F** G-CSF concentrations in the lungs of PPE-instilled mice were assessed daily (*n* = 4 per group). **G** Pearson’s correlation was used to assess the frequency of Siglec-F^+^ neutrophils in BM-neutrophil cultures with cell-free BALF and the concentration of G-CSF in BALF from PBS- or PPE-instilled mice (*n* = 12). **H** WT mice were *i.t*. administered either anti-G-CSF antibody or anti-IgG before PPE instillation. Lung tissue histology after H&E staining and MLI assessment was conducted on day 4. Scale bar = 200 μm (*n* = 4 per group). Unpaired two-tailed Student’s t test with Welch’s correction **A,** **B,** **C**, and **H** and unpaired one-way ANOVA with Dunnett’s T3 post hoc test (**D,** **E**, and **F**) were used to measure significance. **P < 0.01, ***P < 0.001; *n*s, not significant; error bars indicate the mean ± SD

### Lung epithelial/stromal cells secrete G-CSF when stimulated with γδ^+^ T-cell-derived IL-17A

Next, we investigated the source of G-CSF, which is essential for the development of Siglec-F^+^ neutrophils in the presence of γδ^+^ T-cell-derived IL-17A. BM-derived neutrophils were cocultured with lung-derived CD45^-^ nonimmune cells or CD45^+^ immune cells in the presence of IL-17A. When cocultured with IL-17A-stimulated CD45^-^ nonimmune cells, BM neutrophils differentiated into Siglec-F^+^ neutrophils, whereas those cocultured with 17A-stimulated CD45^+^ immune cells did not (Fig. 5A). These findings suggest that nonimmune cells, rather than immune cells, are likely the source of G-CSF when stimulated by IL-17A. Additionally, IL-17A stimulation significantly increased the mRNA levels of G-CSF in nonimmune cells, whereas no changes were observed in CD45⁺ immune cells under the same conditions. (Figs. 5B, S5). Furthermore, the development of Siglec-F^+^ neutrophils from BM neutrophils cocultured with nonimmune cells under IL-17A stimulation was significantly inhibited by G-CSF neutralization (Fig. 5C). These findings suggest that IL-17A-activated nonimmune cells are the source of G-CSF, which is responsible for the development of Siglec-F^+^ neutrophils. In the lungs, various nonimmune cells are involved in lung inflammation [37]. To identify the specific nonimmune cells responsible for Siglec-F^+^ neutrophil differentiation when stimulated with IL-17A, BM neutrophils were cocultured with epithelial EpCAM^+^ cells, blood endothelial cells (CD31^+^), lymphatic endothelial cells (CD31^+^GP38^+^), or fibroblasts (GP38^+^) from WT lungs in the presence of IL-17A. Among these, the differentiation of Siglec-F^+^ neutrophils was most prominent in cocultures with EpCAM^+^ epithelial cells and CD31^+^ blood endothelial cells (Fig. 5D). Overall, our findings indicate that lung EpCAM^+^ epithelial cells and CD31^+^ blood endothelial cells are the major sources of G-CSF in lung epithelial/stromal cells when stimulated with IL-17A, which plays a pivotal role in the development of Siglec-F^+^ neutrophils in PPE-induced emphysema mice.

**Fig. 5:**
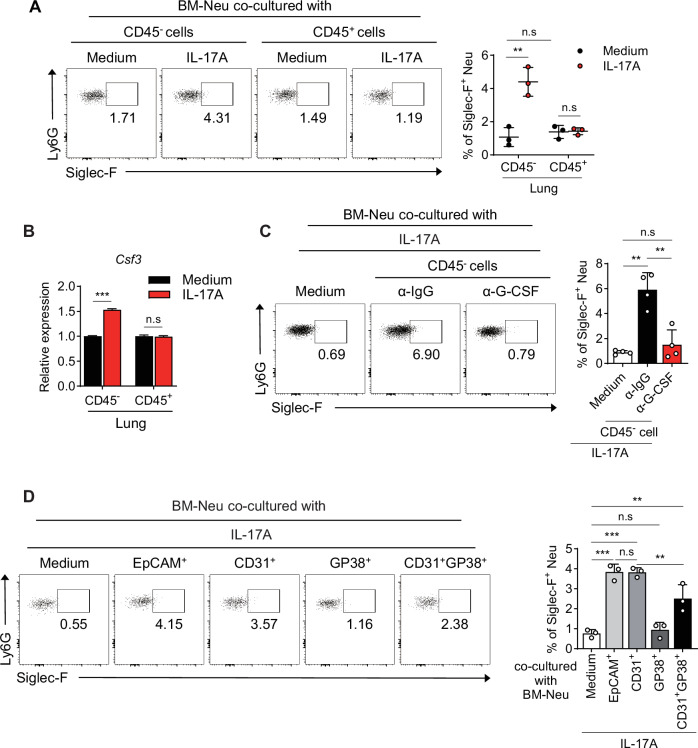
Lung epithelial/stromal cells secrete G-CSF when stimulated with IL-17A. **A** BM-derived neutrophils were cocultured for 48 h with lung CD45^-^ nonimmune cells or with CD45^+^ immune cells, with or without recombinant IL-17A. The frequency of Siglec-F^+^ neutrophils was assessed in each culture (*n* = 3 per group). **B** mRNA levels of *Csf3* in lung CD45^-^ nonimmune cells and CD45^+^ immune cells measured by qRT‒PCR after stimulation with recombinant IL-17A for 6 h (*n* = 5 per group). **C** BM-derived neutrophils were cocultured for 48 h with lung CD45^-^ nonimmune cells in the presence of anti-G-CSF antibody or anti-IgG, and the frequency of Siglec-F^+^ neutrophils was assessed in each culture (*n* = 4 per group). **D** BM-derived neutrophils were cocultured with various types of nonimmune cells sorted from the lungs of WT mice in the presence of recombinant IL-17A. The frequency of Siglec-F^+^ neutrophils was assessed in each culture (*n* = 3 per group). Unpaired two-tailed Student’s t test with Welch’s correction **B**, unpaired one-way ANOVA with Dunnett’s T3 post hoc test **D** and unpaired two-way ANOVA with Tukey’s post hoc test **A,** **C** were used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001; *ns*, not significant; error bars indicate the means ± SDs

### G-CSF-stimulated neutrophils exhibited pathogenic gene expression profiles through G-CSFR downstream signaling pathways

Mature neutrophils become activated and release granules, contributing to host defense against infection but sometimes causing damage to host tissue, such as lung injury, in patients with COPD [38, 39]. Volcano plots following bulk-sequencing analysis revealed that many genes associated with the expression of tertiary granules were upregulated in G-CSF-stimulated BM-neutrophils compared with control BM-neutrophils (Fig. 6A). Furthermore, gene set expression analysis revealed a marked increase in inflammatory response-related gene sets (Fig. 6B) and inflammation-associated genes (Fig. 6C). These results provide evidence for the pathogenic characteristics of Siglec-F^+^ neutrophils generated in the presence of G-CSF. 

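BM-neutrophils sorted from WT mice were seeded at 400000 cells per well and cultured for 6 h with 10 ng/ml G-CSF (G-CSF neutrophils) or in medium (Med neutrophils), and 3 libraries per group were sequenced. The QuantSeq kit makes 1 short fragment near the 3′ end of each transcript, so the reads of a gene count its transcripts without a correction for gene length. The authors deposited 1 value per library for 40879 gene symbols. The text of the paper does not name the aligner, the genome build, the annotation or the normalization behind these values. Taken as powers of 2 and less 1, the values summed to between 961604 and 1045045 per library, and they were therefore read as log2(CPM + 1), where CPM is the count of a gene scaled by a factor for each library. The low values of a library were multiples of 1 step, which is the worth of 1 read and lay between 0.110 and 0.136 CPM. Of the 45620 values of up to 20 reads, 99.6% came out as whole reads, with 97.7% in replicate 2 of the Med neutrophils. By these steps, the Med neutrophils had 7239529, 7500442 and 8704548 reads on genes, with a median of 7500442. The G-CSF neutrophils had 8566705, 8004733 and 7915166 reads, with a median of 8004733. A gene at 0 in a library could have had up to 3 reads expected, a limit of 0.331 to 0.408 CPM that covers counting error only. Between 58.9% and 62.6% of the gene symbols were at 0 in each library. The deposited log2 values were compared between the groups with limma (linear model, moderated variances with a trend on the mean level), for the 16047 genes above 0 in at least 3 of the 6 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as differentially expressed. A log2 fold change on the log2(CPM + 1) scale understates the change of genes with few reads. An exact permutation test of 1 gene cannot go below p = 0.1 (two-sided) with 3 libraries per group.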

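In G-CSF neutrophils, 654 genes were higher and 533 genes were lower than in Med neutrophils, 1187 differentially expressed genes in all. The 3 libraries of one group did not overlap with those of the other for 3494 genes (21.8% of the genes tested, against 10% by chance). Across the 6 fits that each left out 1 library, between 837 and 1050 genes were differentially expressed. The alternative that moved this number most was a linear model without moderated variances, with 171 genes. At a fold change above 1.3 and an unadjusted p under 0.05, values read from the lines of Fig. 6A, 1137 genes were higher and 1074 were lower. All 20 genes labelled in Fig. 6A had higher values in each G-CSF library than in any Med library, and 16 of them were differentially expressed. Adjusted over the list alone, 19 of the 20 were, although the study chose these genes on the same libraries and this number is not independent evidence. The largest difference was in Lrg1, with 8.09 ± 0.28 (SD, n = 3) in Med neutrophils and 10.35 ± 0.13 (SD, n = 3) in G-CSF neutrophils, a log2 fold change of 2.26 (standard error 0.11, adjusted p = 2.2e-14, limma). Serpinb10 followed with a log2 fold change of 1.69 (standard error 0.24, adjusted p = 1.3e-05, limma). Mmp8, a collagenase of neutrophil granules, rose from 10.76 ± 0.10 to 11.30 ± 0.11 (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.09, adjusted p = 1.3e-04, limma). Orm1 has close paralogs with which its reads could be shared, and its log2 fold change of 0.83 is uncertain for that reason. Siglecf, Prcp, Asah1 and Aldoc were higher without reaching the threshold, with limma adjusted p values of 0.0568, 0.115, 0.162 and 0.401. Pgm1 lost its call without replicate 2 of the G-CSF neutrophils (adjusted p = 0.0558, limma), and Cant1 and Tmem179b each lost theirs in 5 of the 6 fits, with adjusted p values of up to 0.183 and 0.245.

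**Figure D1:**
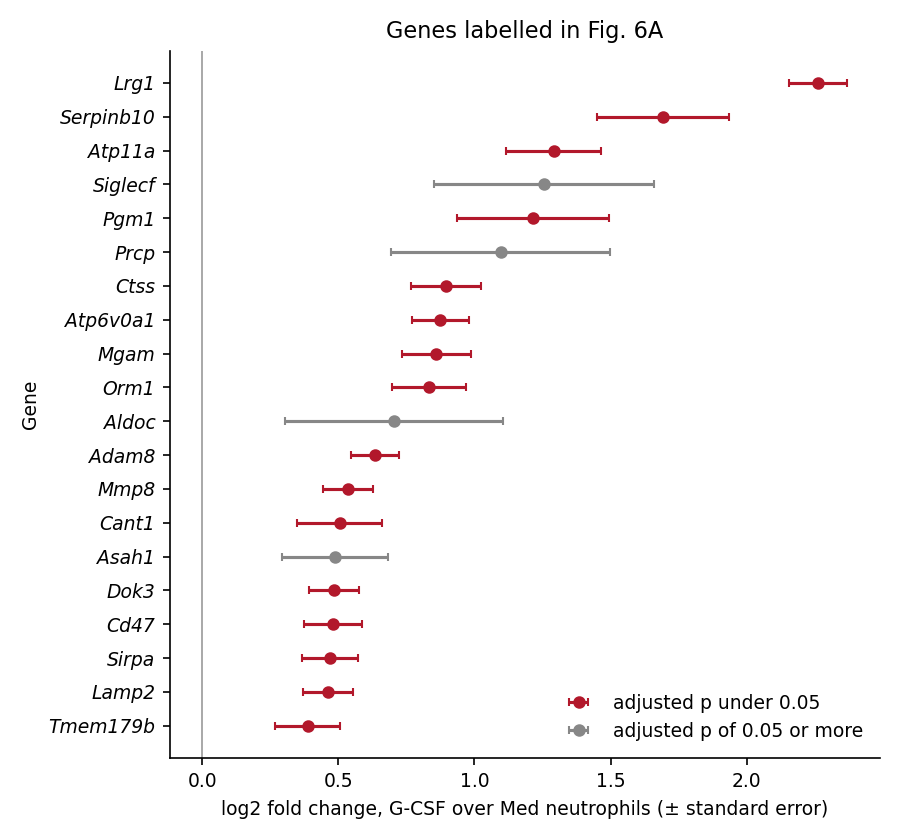
Log2 fold change (G-CSF over Med neutrophils, 3 libraries each, on the log2(CPM + 1) scale) of the 20 genes labelled in Fig. 6A, with the standard error from limma as bars. All 20 lie above 0, from 0.39 for Tmem179b to 2.26 for Lrg1, and the 4 genes in grey have an adjusted p of 0.05 or more.

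A list of 68 genes of tertiary granules was written by hand without the genes labelled in Fig. 6. Since the labelled genes were all higher on these libraries, leaving them out moves the list toward lower values, and putting them back moves it toward higher ones. Of its 66 tested members, 21 were higher and 45 were lower in G-CSF neutrophils, and 19 were differentially expressed, 14 lower and 5 higher, of which 12 kept their call with each library left out. The 5 higher members, named after their values were seen, were Qsox1 (log2 fold change 1.92), Scamp1 (0.83), Cfp (0.74), Tspan14 (0.58) and Snap29 (0.57). The median log2 fold change of the list was -0.13, with each library centred on its median it was -0.03, with 29 members higher and 37 lower, and with CPM rescaled without Gm26917 18 were higher and 48 lower. In GSEA, the normalized enrichment score (NES) of the list was -1.45, with an adjusted p of 0.0463 by permutation of gene sets and Benjamini-Hochberg adjustment over 8 lists. Its call was lost in 3 of the 6 fits with 1 library left out, with an adjusted p of 0.446 without replicate 2 of the Med neutrophils. With the 20 labelled genes put back, an alternative chosen after the values were seen, 41 of 86 members were higher and 45 were lower, 21 were differentially expressed and higher against 14 lower, and the NES reversed to 1.80 (adjusted p = 0.002, permutation). The median log2 fold change with these genes was -0.02, so the sign of the NES changed while the median and the tally stayed on the lower side. A list of 11 specific granule genes had an NES of -2.0 (adjusted p = 0.004, permutation), with 8 members lower and 6 of these differentially expressed, and without replicate 2 of the Med neutrophils its adjusted p was 0.0519. Of 10 azurophil granule genes, 6 were higher and 4 were lower (NES 1.2, adjusted p = 0.276, permutation). The differentially expressed members of this last list were Ctsc (log2 fold change 1.36) and Serpinb1a (-0.48), both named after their values were seen, and Serpinb1a lost its call without replicate 1 of the G-CSF neutrophils (adjusted p = 0.0812, limma) and without replicate 3 of the Med neutrophils (adjusted p = 0.0675).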

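The 15 genes of the heatmap in Fig. 6C were all higher in each G-CSF library than in any Med library. After adjustment over all genes tested, 12 of them were differentially expressed, and 14 were when adjusted over the list alone, which the study chose on these libraries. Prok2 changed most, from 4.13 ± 0.33 to 7.70 ± 0.10 (SD, n = 3 each), a log2 fold change of 3.57 (standard error 0.14, adjusted p = 3.7e-16, limma). Ifitm1 rose by 3.2 on the log2 scale (standard error 0.09, adjusted p = 8.9e-20, limma), and since it belongs to a family of similar genes, reads could be shared with other members. Il18r1 had a log2 fold change of 2.11, Il4ra of 1.09 and Osm of 0.73. Cdkn1a (0.85) lost its call in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.153 without replicate 3 of the G-CSF neutrophils (limma). Pdpn, Ereg and Oprk1 did not reach the threshold, with adjusted p values of 0.0513, 0.109 and 0.313 from limma. No read of Ereg was found in the Med libraries, against 4, 8 and 5 reads in the G-CSF libraries, which makes Ereg at least 1.86-fold higher.
The gene sets of Fig. 6B were not used here. A hand-written list of 19 inflammatory genes that depend on NF-kB, without the genes labelled in Fig. 6, had 18 tested members, of which 16 were lower in G-CSF neutrophils. The median log2 fold change of the list was -0.62, and 10 members were differentially expressed and lower, from -0.52 for Ccl4 to -1.39 for Icam1. Il1rn, named after its values were seen, was the only differentially expressed member that was higher (log2 fold change 0.39), and it lost its call in 3 of the 6 fits with 1 library left out (adjusted p up to 0.103, limma). Tnfaip3 lost its call in 4 of these fits, and without replicate 2 of the Med neutrophils its log2 fold change was -0.27 in place of -0.62. The NES of the list was -2.17 (adjusted p = 0.004, from the smallest p that 1000 permutations of gene sets can give, 0.001), and its adjusted p stayed between 0.00267 and 0.008 with each library left out. With the genes of Fig. 6C put back, 17 of 33 members were higher and 16 were lower, and the NES reversed to 1.79 (adjusted p = 0.00332, permutation), a change that follows from adding 15 genes that were all higher. A list of 28 interferon-stimulated genes had 25 of 27 tested members lower, an NES of -1.56 and an adjusted p of 0.0430 by permutation. That result lost its call in 4 of the 6 fits, with an adjusted p of 0.3 without replicate 3 of the Med neutrophils. Among its members, 6 were differentially expressed and lower, of which Herc6, Irf7, Isg15 and Rsad2 lost their calls in at least 3 of the 6 fits, and Trim30a, named after its values were seen, was higher (log2 fold change 0.90). The Reactome set for signaling by interleukins had an NES of 1.28 over 98 tested genes (adjusted p = 0.299 over 6 Reactome sets, permutation), and the set for interferon alpha and beta signaling had an NES of -1.25 over 12 tested genes (adjusted p = 0.380).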

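Siglecf, the gene of Siglec-F, had 3, 6 and 9 reads in the Med libraries and 32, 24 and 20 reads in the G-CSF libraries. On the log2(CPM + 1) scale, it rose from 0.78 ± 0.26 to 2.04 ± 0.25 (SD, n = 3 each), a log2 fold change of 1.26 (standard error 0.40, adjusted p = 0.0568, limma). The difference was larger than the spread between replicates, but it did not pass the adjustment over all genes tested. It stayed between 1.11 and 1.38 with each library left out, where the adjusted p reached 0.216 without replicate 1 of the G-CSF neutrophils. With few reads, the log2 fold change depended on the scale. It was 2.00 with 0.1 in place of 1 added to the CPM and 2.03 with limma voom on the recovered reads. Both alternatives were chosen after the values were seen, and neither called Siglecf. Over the alternatives, the adjusted p ranged from 0.0337 to 0.216, and it was under 0.05 in 4 of the 18. These were each library centred on its median (0.0337), quantile normalization (0.0398), the replicate number as a block (0.0433) and limma without the trend (0.0483). Among the genes that mark the cells in the study, Siglece (log2 fold change -0.20, adjusted p = 0.367) and Itgam (-0.01, adjusted p = 0.967) did not differ between the groups in the same limma test. Ly6g fell by 0.40 on the log2 scale (adjusted p = 0.0419, limma), and it lost this call in 4 of the 6 fits with 1 library left out. Ccr3 had at most 4 reads in a library, too few to show a difference. Of the cytokines that the study measures as proteins in other cells, Tnf fell from 8.78 ± 0.07 to 8.17 ± 0.25 (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.10, adjusted p = 1.4e-04, limma). Il10 fell from 6.39 ± 0.28 to 5.12 ± 0.38 (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.16, adjusted p = 2.1e-06, limma). Il1b, at 12.67 ± 0.05 and 12.59 ± 0.08 (SD, n = 3 each), did not differ (adjusted p = 0.768, limma). Il6 had 6 reads in 1 Med library, 5 in 1 G-CSF library and none in the other 4, and was not tested.

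**Figure D2:**
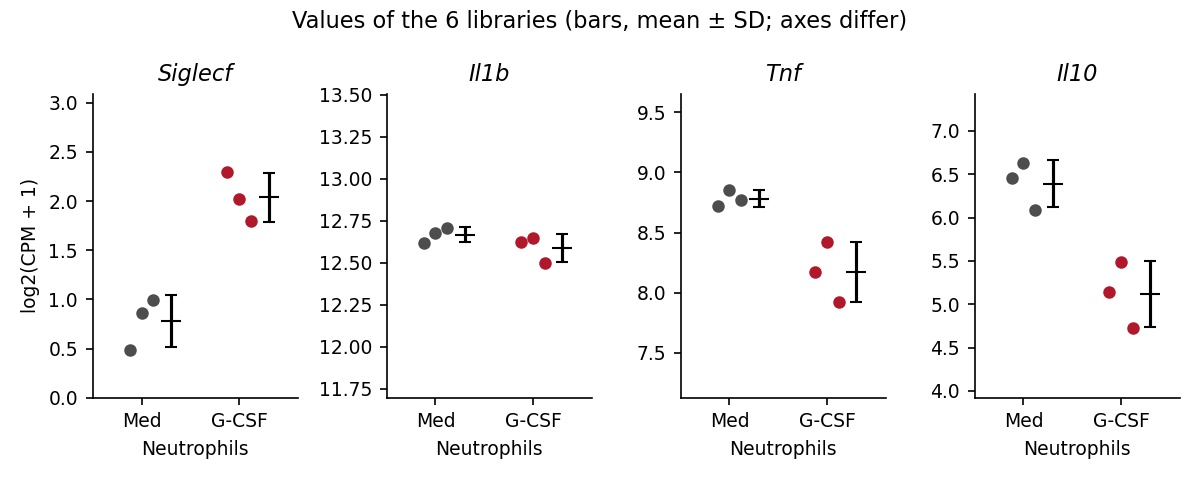
Values of Siglecf, Il1b, Tnf and Il10 on the log2(CPM + 1) scale in the 3 Med and the 3 G-CSF libraries (points), with the mean and SD of each group beside them and a separate axis for each gene. The groups do not overlap for Siglecf, Tnf and Il10, and they overlap for Il1b.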

Next, we conducted gene set enrichment analysis (GSEA) to identify the signaling pathways involved in the differentiation of Siglec-F^+^ neutrophils downstream of G-CSF receptor (G-CSFR) signaling. We found significant enrichment of genes involved in the JAK-STAT3, PI3K-mTOR, and p38 MAPK pathways (Fig. 6D). Additionally, the expression levels of the target genes associated with STAT3, mTOR, and p38 were notably increased in G-CSF-stimulated BM-neutrophils (Fig. 6E). These findings suggest that the downstream signaling pathways of G-CSFRs, specifically JAK-STAT, PI3K-mTOR, and p38-MAPK, and their target genes are involved in the differentiation of BM-derived neutrophils into Siglec-F^+^ neutrophils. This differentiation driven by G-CSF secreted from IL-17-stimulated lung epithelial/stromal cells plays a crucial role in the pathogenesis of PPE-induced emphysema.

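The gene sets of Fig. 6D were not used here, and 3 hand-written lists for the same pathways, without the genes labelled in Fig. 6, and 4 Reactome sets were tested by the same GSEA. None of these 7 passed an adjusted p of 0.05. Leaving out labelled genes, which rose on these libraries, moves the 3 lists away from an enrichment in G-CSF neutrophils. With the genes of Fig. 6E put back, which moves them the other way, the NES was 2.22 for STAT3 (adjusted p = 0.002), 2.03 for mTORC1 (adjusted p = 0.002) and 1.0 for p38 (adjusted p = 0.373, reversed in direction), by permutation. Of 17 STAT3 targets, 13 were higher and 4 were lower in G-CSF neutrophils, with a median log2 fold change of 0.21, an NES of 1.44 and an adjusted p of 0.105 (permutation of gene sets). Its differentially expressed members were Nfil3 (log2 fold change 1.76), Fos (1.10), Junb (0.58), Stat3 (0.39), Cebpd (0.36) and Mcl1 (0.36), which were higher, and Il10 and Batf (-0.35), which were lower. These members other than Stat3 and Il10 were named after their values were seen, and Stat3, Cebpd, Mcl1 and Batf lost their calls in 1 or more of the 6 fits with 1 library left out. With camera at its preset correlation of 0.01, the list of STAT3 targets had an adjusted p of 0.0132. Camera also called the NF-kB, specific granule, interferon-stimulated and tertiary granule lists. Of its 5 calls, only those of the NF-kB and specific granule lists hold under fry (adjusted p = 0.0292 for both, and 0.0673 for the STAT3 targets). Unlike camera, fry does not compare a list with the other genes, so the 2 tests ask different questions. The mTORC1 targets had 14 of 23 tested members higher (19 with each library centred on its median, where the median log2 fold change was 0.18), a median log2 fold change of 0.09, an NES of 1.39 and an adjusted p of 0.105 (permutation). Tpi1 (log2 fold change 1.14) and Pfkp (0.90) were differentially expressed and higher and Slc7a11 (-0.97) was lower, all named after their values were seen. Pfkp had an adjusted p of 0.0544 without replicate 1 of the G-CSF neutrophils (limma). Among 25 genes of the p38 pathway, 10 were higher and 15 were lower, with a median log2 fold change of -0.02 that changed its sign with each library centred on its median (0.07, 14 higher and 11 lower), an NES of -1.1 and an adjusted p of 0.298 (permutation). With quantile normalization, 8 of these 25 were higher and 17 were lower, and with CPM rescaled without Gm26917 4 were higher and 21 were lower. Dusp1 (log2 fold change 0.74) and Zfp36 (0.32) were differentially expressed and higher, and Mapk14, Mapkapk3 (-0.50) and Mapkapk2 (-0.42) were lower. Apart from Mapk14, these 5 were named after their values were seen, and Zfp36 and Mapkapk3 lost their calls with 1 library left out, with adjusted p values of up to 0.294 and 0.137. Of the Reactome sets, interleukin-6 signaling had an NES of 1.09 over 9 tested genes (adjusted p = 0.446), mTOR signalling an NES of 1.12 over 26 genes (adjusted p = 0.417) and the PI3K cascade an NES of 0.84 over 50 genes (adjusted p = 0.735), all by permutation. The direction of the PI3K cascade reversed when genes were ranked on log2 values and without replicate 3 of the Med neutrophils. The p38 MAPK events had an NES of -1.34 over 12 genes (adjusted p = 0.380, permutation), and the set was called as lower under fry (adjusted p = 0.0132).

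**Figure D3:**
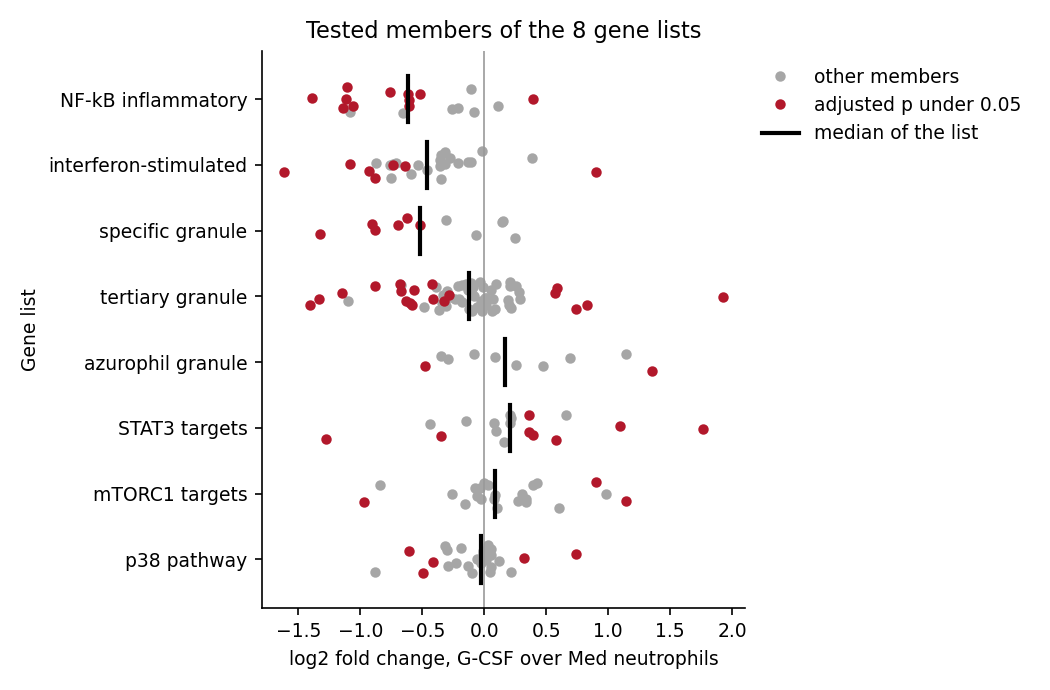
Log2 fold changes (G-CSF over Med neutrophils) of the tested members of the 8 hand-written gene lists, with the median of each list as a black line and the differentially expressed members in red. The medians run from -0.62 for the NF-kB list to 0.21 for the STAT3 targets, and with each library centred on its median that of the p38 pathway changes its sign.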

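All 10 STAT3 target genes of Fig. 6E had higher values in each G-CSF library than in any Med library, with log2 fold changes from 0.25 to 2.36 and a median of 1.27. Of these, 8 were differentially expressed, Cd38 with the largest log2 fold change (2.36, standard error 0.32, adjusted p = 6.3e-06, limma). Socs3 rose from 9.18 ± 0.39 to 10.56 ± 0.06 (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.12, adjusted p = 3.4e-09, limma). Crlf2 (adjusted p = 0.0653) and Grb2 (adjusted p = 0.116) did not reach the threshold in limma, and Ifnar1 lost its call in 3 of the 6 fits with 1 library left out (adjusted p up to 0.109). The 11 mTOR target genes, among which Grb2 is listed again, were also higher without overlap between the groups, and 8 of them were differentially expressed. Their median log2 fold change was 0.45, and Slc2a1, the gene of a glucose transporter, rose by 1.19 on the log2 scale (standard error 0.11, adjusted p = 1.6e-08, limma). Besides Grb2, Grk2 (adjusted p = 0.129) and Ap2m1 (adjusted p = 0.491) did not reach the threshold in limma, and Atf1, Map2k3 and Pdk1 lost their calls in at least 1 of the fits with 1 library left out, with adjusted p values of up to 0.164, 0.0655 and 0.0545. The 7 p38 target genes had log2 fold changes from 0.28 to 0.68 with a median of 0.40, and in 6 of them, all but Hras, the groups did not overlap. Only H3f3b was differentially expressed (log2 fold change 0.40, standard error 0.10, adjusted p = 0.00556, limma), it lost this call without replicate 2 of the G-CSF neutrophils (adjusted p = 0.0616) and without replicate 1 of the Med neutrophils (adjusted p = 0.0744), and its reads could be shared with close copies. Adjusted over each list alone, 10 STAT3, 10 mTOR and 5 p38 target genes passed, counts that are not independent evidence because the study chose the genes on these libraries. Over the 62 different genes labelled in Fig. 6A, 6C and 6E, 62 were higher, 45 were differentially expressed, and 36 of the 45 were differentially expressed in each of the 6 fits with 1 library left out. The linear model without moderated variances lost 35 of these calls. Limma without the trend lost 32 and gained 1. With the replicate number as a block, 7 calls were gained and 0 were lost.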

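Csf3r, the gene of the G-CSF receptor, rose from 8.25 ± 0.10 to 9.09 ± 0.10 (SD, n = 3 each), a log2 fold change of 0.84 (standard error 0.09, adjusted p = 1.4e-07, limma). Csf2rb, the common beta chain of the receptors for GM-CSF and related cytokines, had a log2 fold change of 1.02 (standard error 0.08, adjusted p = 1.2e-09, limma). Stat5b was higher by 0.57 on the log2 scale (adjusted p = 0.00110, limma). Stat3 was higher by 0.39 (adjusted p = 0.00914, limma), and its adjusted p reached 0.0781 with 1 library left out. Stat5a was higher in each G-CSF library than in any Med library (log2 fold change 0.42) without reaching the threshold (adjusted p = 0.166, limma). Jak2 (-0.12, adjusted p = 0.649) and Mtor (0.06, adjusted p = 0.947) did not differ between the groups in limma. Mapk14, the gene of p38 alpha, fell by 0.61 on the log2 scale (standard error 0.12, adjusted p = 6.6e-04, limma), and the groups did not overlap. These are levels of transcripts, while the signaling of the kinases and of STAT proteins was not measured in these libraries. From the pathways of Fig. 6D and the target genes of Fig. 6E, the paper proposes that JAK-STAT, PI3K-mTOR and p38-MAPK signaling downstream of the G-CSF receptor takes part in the change of BM-neutrophils into Siglec-F+ neutrophils. The paper then used inhibitors in cultures with G-CSF. Those of JAK2, STAT3, mTOR and p38 reduced Siglec-F+ neutrophils, also in PPE-treated mice, while a PI3K inhibitor had no effect in culture. From this, the paper proposes a role of mTOR that does not depend on PI3K.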

**Fig. 6:**
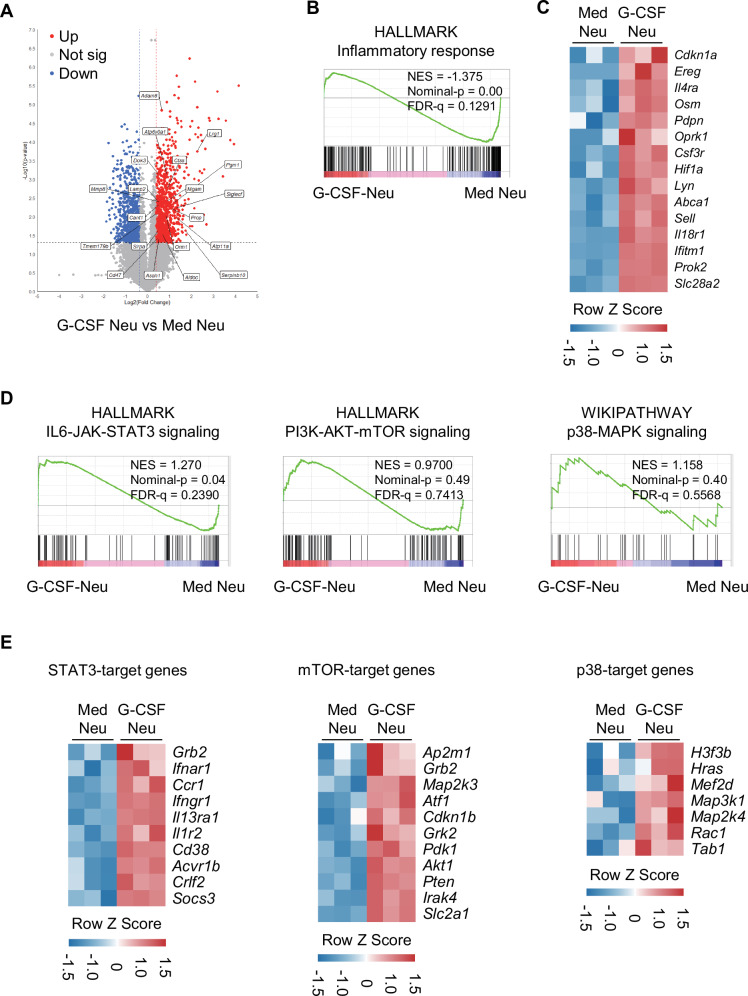
RNA bulk-seq analysis of G-CSF-stimulated neutrophils versus control neutrophils. **A** Volcano plot of differential gene expression between G-CSF-stimulated (6 h) BM-neutrophils (G-CSF neutrophils) and medium-cultured control BM-neutrophils (med neutrophils). **B** Gene set enrichment analysis (GSEA) of gene sets associated with inflammatory responses in G-CSF-stimulated BM-neutrophils compared with control BM-neutrophils cultured in medium. **C** Heatmap of inflammatory response-related genes from RNA bulk-seq analysis of G-CSF-stimulated BM-neutrophils compared with control BM-neutrophils. **D** GSEA of gene sets associated with hallmark IL6-JAK-STAT3 signaling (left), hallmark PI3K-AKT-mTOR signaling (middle), and the BIOCARTA p38 MAPK pathway (right) in G-CSF-stimulated BM-neutrophils compared with control BM-neutrophils. **E** Heatmap of STAT3 target genes, mTOR target genes, and p38 target genes from RNA bulk-seq analysis of G-CSF-stimulated BM-neutrophils compared with control BM-neutrophils

### G-CSF receptor downstream signaling pathways are implicated in the expression of Siglec-F in neutrophils

We then investigated whether the potential intracellular signaling pathways downstream of G-CSFR predicted in silico are specifically involved in the differentiation of Siglec-F^+^ neutrophils. The JAK/STAT pathway is a well-established signaling cascade activated by G-CSF [40, 41]. Treatment with the JAK2 inhibitor AG490 significantly attenuated the G-CSF-mediated differentiation of Siglec-F^+^ neutrophils (Figs. 7A, S6A). STAT3, a downstream target of JAK2, is involved in neutrophil differentiation during granulopoiesis [42]. Similarly, the inhibition of STAT3 phosphorylation by the STAT3 inhibitor HJC0152 also reduced the G-CSF-induced differentiation of Siglec-F^+^ neutrophils (Figs. 7B, S6B). Although G-CSF activates PI3K, leading to the phosphorylation of mTOR [43], treatment with the PI3K inhibitor wortmannin did not affect the differentiation of Siglec-F^+^ neutrophils (Figs. 7C, S6C). However, the mTOR inhibitor rapamycin reduced G-CSF-induced Siglec-F^+^ neutrophil differentiation (Figs. 7D, S6D), indicating that PI3K-independent mTOR plays a partial role in this process. Furthermore, the p38 inhibitor adezmapimod significantly inhibited the differentiation of G-CSF-induced Siglec-F^+^ neutrophils (Figs. 7E, S6E). STAT5 is another key signaling molecule downstream of G-CSFR that promotes neutrophil proliferation and survival [44]. However, the inhibition of STAT5 phosphorylation only mildly attenuated the G-CSF-mediated differentiation of Siglec-F^+^ neutrophils (Fig. S6F). These findings suggest that the differentiation of Siglec-F^+^ neutrophils induced by G-CSF primarily depends on the JAK2/STAT3 axis and the PI3K-independent mTOR and p38 MAPK pathways.

**Fig. 7:**
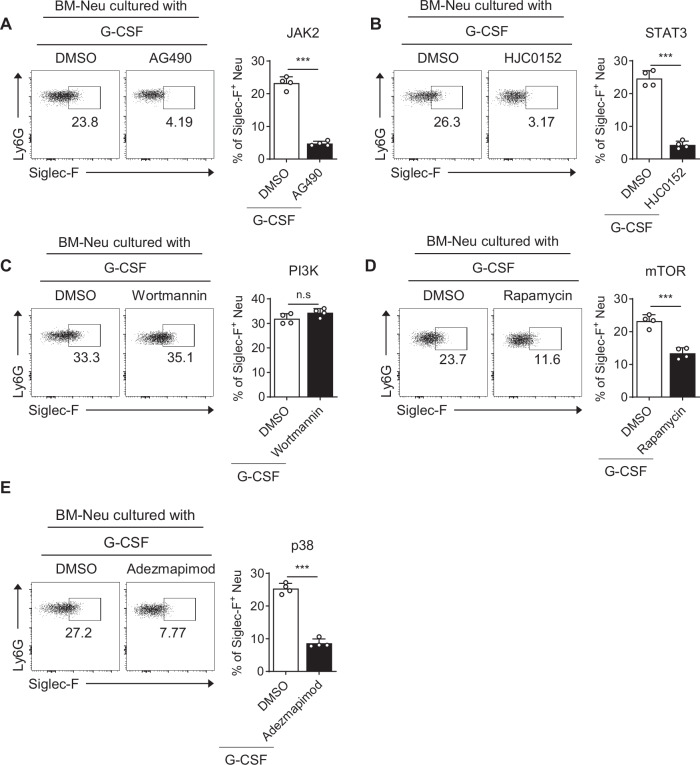
Signaling pathways downstream of the G-CSF receptor involved in the development of Siglec-F^+^ neutrophils. The frequency of Siglec-F^+^ neutrophils was assessed in BM-neutrophil cultures after 48 h of incubation with recombinant G-CSF in the presence of AG490 (JAK2 inhibitor) **A**, HJC0152 (STAT3 inhibitor) **B**, wortmannin (PI3K inhibitor) **C**, rapamycin (mTOR inhibitor) **D**, or adezmapimod (p38 inhibitor) **E**, *n* = 4 per group in each experiment. Unpaired two-tailed Student’s t test with Welch’s correction was used to measure significance. ***P < 0.001; *ns* not significant; error bars indicate the mean ± SD

### Direct depletion of Siglec-F^+^ neutrophils or blockade of G-CSFR signaling alleviates emphysema symptoms

To investigate whether targeting Siglec-F^+^ neutrophils could alleviate the symptoms of emphysema, depletion antibodies or signaling blockades were administered daily following the induction of emphysema. *I.t*. administration of anti-Ly6G or anti-Siglec-F effectively depleted the population of Siglec-F^+^ neutrophils (Fig. S7A, B). Compared with control mice treated with anti-IgG, mice treated with anti-Ly6G and anti-Siglec-F antibodies presented a significant reduction in the MLI (Fig. 8A, B). Eosinophils also contribute to symptom exacerbation in an emphysema model [45]. Although CD11b^+^Ly6G^-^Siglec-F^+^ eosinophil levels remained unaffected even when Ly6G^+^ cells were completely depleted (Fig. S7A), emphysema symptoms were significantly alleviated (Fig. 8A), highlighting the crucial role of Siglec-F^+^ neutrophils in the exacerbation of emphysema. The reduction in MLI was more pronounced with Ly6G depletion (Fig. 8A) than with direct targeting of Siglec-F^+^ neutrophils (Fig. 8B), suggesting that blocking the differentiation of neutrophils into Siglec-F^+^ neutrophils may be more efficient than depleting established pathogenic Siglec-F^+^ neutrophils in controlling emphysema symptoms. Given that anti-Siglec-F antibodies can deplete alveolar macrophages (AMs), potentially contributing to disease alleviation, we employed clodronate to assess the effect of AM depletion on disease severity. Clodronate treatment effectively eliminated AMs (Fig. S7C), whereas Siglec-F⁺ neutrophils exhibited only a slight reduction in number and frequency, likely due to their phagocytic activity (Fig. S7D, E). Notably, clodronate treatment resulted in only a modest decrease in the disease score (Fig. S7F). These findings suggest that the amelioration of emphysema symptoms observed following Siglec-F⁺ cell depletion is unlikely to be due to AM depletion but is instead driven primarily by the removal of pathogenic Siglec-F⁺ neutrophils. We next explored whether blocking the signaling pathways involved in the differentiation of Siglec-F^+^ neutrophils could effectively control emphysema symptoms in PPE-treated mice. *I.t*. administration of AG490 (JAK2 inhibitor) or HJC0152 (STAT3 inhibitor) significantly reduced both the frequency and absolute cell number of Siglec-F^+^ neutrophils in the lungs of PPE-treated mice (Fig. S8A, B), and this reduction was accompanied by marked alleviation of emphysema symptoms, as assessed by MLI (Fig. 8C, D). Notably, treatment with the STAT3 inhibitor HJC0152 also led to a substantial reduction in conventional neutrophils (Fig. S8B). This finding likely reflects the broader role of STAT3 in both Siglec-F⁺ neutrophil differentiation and IL-17 expression. Thus, STAT3 inhibition may have suppressed the IL-17/CXCL1 axis, thereby impairing overall neutrophil migration into the lung. In contrast, *i.t*. administration of rapamycin (mTOR inhibitor) and Adezmapimod (a p38 inhibitor) also reduced the frequency and absolute cell number of Siglec-F^+^ neutrophils without affecting the populations of conventional neutrophils in the lungs (Fig. S8C, D) and significantly improved emphysema pathology compared with that in DMSO-treated control mice (Fig. 8E, F). Our findings suggest that direct targeting of Siglec-F^+^ neutrophils with a depleting antibody or G-CSF signaling inhibitor other than a STAT3 inhibitor for blocking the development of Siglec-F^+^ neutrophils could be a potential therapeutic approach for emphysema.

**Fig. 8:**
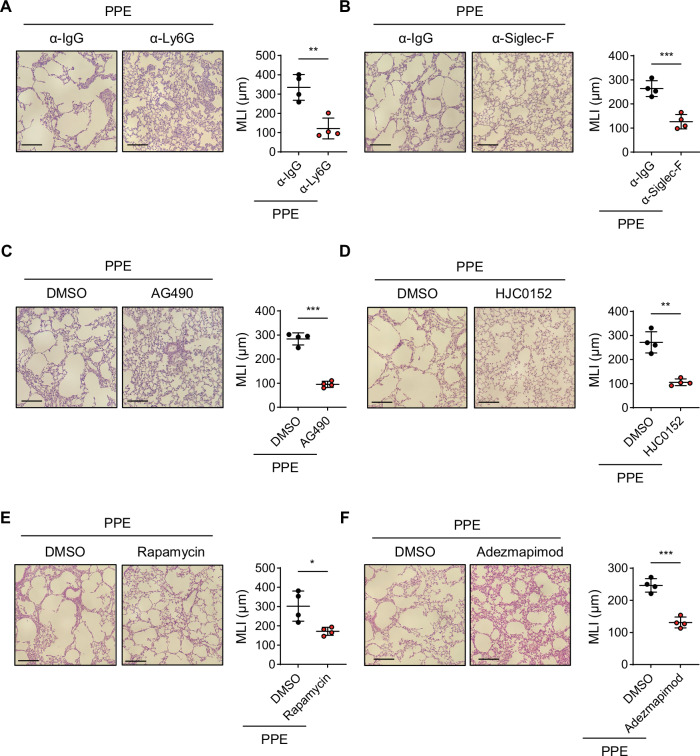
Depletion of Siglec-F^+^ neutrophils or inhibition of G-CSFR signaling alleviated emphysema symptoms. WT mice were treated *i.t*. with anti-Ly6G antibody **A** or anti-Siglec-F antibody **B** before instillation with PPE. Lung tissue histology after H&E staining and MLI assessment were conducted 4 days after PPE instillation. Scale bar = 200 μm (*n* = 4 per group in each experiment). PPE-instilled mice were treated *i.t*. with AG490 (JAK2 inhibitor) **C**, HJC0152 (STAT3 inhibitor) **D**, rapamycin (mTOR inhibitor) **E**, or Adezmapimod (p38 inhibitor) **F**. Lung tissue histology after H&E staining and MLI assessment were conducted 4 days after PPE instillation. Scale bar = 200 μm (*n* = 4 per group). Unpaired two-tailed Student’s t test with Welch’s correction was used to measure significance. *P < 0.05, **P < 0.01, ***P < 0.001; the error bars indicate the means ± SDs

## Discussion

During airway inflammation, neutrophils migrate persistently into the lungs, where they accumulate and release granules and vesicles that impact tissue remodeling and degradation, promoting lung destruction. However, the pulmonary environmental factors influencing the differentiation of neutrophils with pathogenic properties in airway inflammation remain poorly understood. In an emphysema model characterized by neutrophilia, we identified a specific neutrophil subtype that expresses Siglec-F on the surface. This study aimed to elucidate the detailed mechanisms underlying the differentiation of Siglec-F^+^ neutrophils and their comprehensive pathophysiological properties.

In the emphysema model, neutrophilia is caused primarily by the migration and accumulation of neutrophils in the lung [16]. However, this neutrophil population is highly heterogeneous, and we identified a novel Siglec-F^+^ subset in the lungs of emphysema mice. While conventional neutrophils circulate throughout the body, Siglec-F^+^ neutrophils are exclusively found in lung tissues and BALF, indicating their tissue-specific residency. Neutrophils typically traverse inflamed tissue and undergo transendothelial migration in response to host-derived cytokines [46, 47]. Our findings demonstrate that in the PPE-induced emphysema model, lung neutrophils recruited from the bloodstream further differentiate into Siglec-F^+^ neutrophils, eventually acquiring lung-specific residency. Compared with conventional neutrophils, Siglec-F^+^ neutrophils display a more pathogenic phenotype characterized by increased phagocytic activity, increased levels of NETs, increased production of proinflammatory cytokines such as TNF-α, IL-6, and IL-1β, and decreased production of the anti-inflammatory cytokine IL-10.

The lungs create a unique pulmonary environment with organ-specific immune cells such as resident dendritic cells and alveolar macrophages [48]. We have demonstrated that lung-resident neutrophils have distinct gene expression profiles that distinguish them from bone marrow and blood neutrophils, highlighting the impact of the unique environment of the lungs [34]. In early-stage COPD, molecular and functional changes in neutrophils have been demonstrated to be associated with impaired lung function [17]. However, the soluble factors and detailed immunological mechanisms driving further differentiation of neutrophils in emphysema models remain unknown. Our findings showed that IL-17A^WT^-PPE-BALF was more effective than IL-17A^KO^-PPE-BALF in promoting the differentiation of Siglec-F^+^ neutrophils, suggesting a role for IL-17A in this process. However, neither IL-17A neutralization nor the addition of recombinant IL-17A affected Siglec-F^+^ neutrophil differentiation in the PPE-BALF experiments, indicating that IL-17A is not directly involved in this differentiation.

The lung, as a barrier that interacts with the external environment through the airways, provides a supportive habitat for resident immune cells to control infections. However, excessive inflammatory responses can alter the resident immune cells in nonlymphoid organs, leading to tissue pathology [49]. The interactions between immune cells and epithelial/stromal cells during COPD-related inflammation remain poorly understood. In our study, we found that epithelial/stromal cells secrete G-CSF in response to IL-17A produced by γδ^+^ T cells in an emphysema model, driving the differentiation of pathogenic Siglec-F^+^ neutrophils. These findings suggest that epithelial/stromal cells, which are typically involved in host defense, can exacerbate tissue damage by promoting the differentiation of pathogenic immune cells. This finding underscores the critical interactions between epithelial/stromal cells and immune cells within specific pathophysiological environments. Furthermore, epithelial/stromal cells, rather than immune cells, are potential therapeutic targets for diseases such as emphysema. Given that G-CSF is reportedly elevated in the sputum, serum, and BALF of COPD patients [18–20], our findings suggest that G-CSF plays a key role in the differentiation of pathogenic Siglec-F^+^ neutrophils and could serve as a promising therapeutic target for patients with emphysema.

Recent studies have reported that Siglec-F^+^ neutrophils are generated in various inflammatory environments and contribute to the exacerbation of disease symptoms. However, the mechanisms regulating the differentiation of Siglec-F^+^ neutrophils remain unclear. In a mouse model exposed to diesel exhaust particles (DEPs), Siglec-F^+^ neutrophils were shown to enhance the Th2 response, worsening allergic asthma symptoms [27]. Similarly, in a mouse model of kidney injury, Siglec-F^+^ neutrophils promoted the deposition of type 1 collagen, leading to increased renal fibrosis [26]. These reports suggest that Siglec-F^+^ neutrophils may play a consistent role in exacerbating disease symptoms across inflammatory conditions. However, the differentiation of Siglec-F^+^ neutrophils appears to be driven by different cytokines in different disease models. In the DEP model, Siglec-F^+^ neutrophils are observed in the lungs, as in the emphysema model, but their differentiation is triggered by the danger signal ATP [27]. In contrast, in a kidney injury model, GM-CSF and TGF-β drive the differentiation of Siglec-F^+^ neutrophils [26]. In the present study, we also considered GM-CSF as a potential driver of Siglec-F^+^ neutrophil differentiation. However, neutralizing GM-CSF in BM-neutrophil cultures in the presence of IL-17A^WT^-PPE-BALF did not inhibit Siglec-F^+^ neutrophil differentiation. Additionally, inhibiting the phosphorylation of STAT5, a major downstream signal of GM-CSF, failed to suppress G-CSF-mediated Siglec-F^+^ neutrophil differentiation. These results suggest that the Siglec-F^+^ neutrophils generated in the PPE-induced emphysema model may represent a distinct population with different pathogenic characteristics than the Siglec-F^+^ neutrophils observed in other organs. The regulation of Siglec-F^+^ neutrophil differentiation by different signaling pathways, even within the same organ, indicates that each inflammatory disease may involve specific pathogenic immune cells shaped by its unique inflammatory environment.

In conclusion, we identified a population of pathogenic Siglec-F^+^ neutrophils in the lungs of PPE-induced emphysema mice. We revealed the detailed immunobiological mechanisms underlying the differentiation of these pathogenic Siglec-F^+^ neutrophils, which contribute to the aggravation of disease symptoms. Our findings provide valuable insights into the pathogenic mechanisms of PPE-induced emphysema and pave the way for future therapeutic drug development.

## Materials and methods

### Mice and emphysema model

WT C57BL/6 J mice, aged 10–12 weeks, were purchased from DBL (Korea). IL-17A^-/-^ mice, aged 10–12 weeks, were kindly provided by Professor Yeonseok Chung, Seoul National University, Seoul, Republic of Korea. Rag1^-/-^ (B6.129S7-Rag1tm1Mom/J) mice were purchased from the Jackson Laboratory. All the mice used in the experiments were bred on a C57BL/6 background and maintained in the specific pathogen-free animal facility at Sungkyunkwan University in accordance with institutional and university guidelines for the care and use of laboratory animals. To induce emphysema, the mice were first anesthetized with isoflurane, and then, porcine pancreas elastase (E1250; Sigma‒Aldrich) was intratracheally (*i.t*.) instilled at a concentration of 7.5 U/kg.

### Primary cell harvest

All primary cells used in the experiments were isolated from various organs of CO_2_-euthanized mice and processed as follows.

#### Lungs and hearts

The lungs and hearts were perfused with PBS and minced. The samples were then incubated in RPMI 1640 medium (Gibco) containing 60 U/ml DNase I (Enzynomics) and 86 μg/ml collagenase IV (Sigma‒Aldrich) in a gentleMACS Dissociator (Miltenyi Biotec) for 30 min. The resulting cell suspension was filtered through a 70 μm mesh (SPL) and washed with PBS. The cells were lysed with LCK lysis buffer (Gibco) for 5 min at room temperature (RT) and washed twice with PBS.

#### BALF

A catheter attached to a 1 ml syringe was inserted into the mouse trachea, and PBS was injected to collect the BALF. The cells in the collected medium were washed twice with PBS and analyzed via a FACSCanto II (BD Biosciences).

#### Blood

Blood was collected from the retro-orbital sinus of mice anesthetized with isoflurane. The blood was diluted with PBS, layered onto Ficoll (Life Sciences) at a 1:1 ratio, and centrifuged at *800 × g* for 15 min at 20°C with no brake applied. The interface layer was collected, washed twice with PBS, and analyzed by flow cytometry.

#### Bone marrow

Femurs and tibias were isolated from the mice, and bone marrow cells were collected by flushing with PBS through both ends via a syringe. The collected cells were centrifuged to form a pellet, incubated with LCK lysis buffer for 5 min at RT, filtered through 70 μm mesh, washed twice with PBS, and then subjected to flow cytometry and sorting.

#### Spleen

The spleen was ground and passed through 70 μm mesh. The cells were then centrifuged to form a pellet, incubated with LCK lysis buffer for 5 min at RT, washed twice with PBS, and analyzed by flow cytometry.

#### Kidney

The kidneys were perfused with PBS, minced, and incubated in RPMI medium containing 60 U/ml DNase I and 86 μg/ml collagenase IV in a gentleMACS Dissociator for 30 min. The resulting suspension was centrifuged to form a pellet, resuspended in PBS, layered onto a 45–75% Percoll (Sigma–Aldrich) gradient, and centrifuged at *1500 × g* for 20 min. The interface layer was collected, washed twice with PBS, and analyzed by flow cytometry.

#### Blood

Blood was collected from the retro-orbital sinus of isoflurane-anesthetized mice. The blood was diluted with PBS, layered at a 1:1 ratio over Ficoll (Life Sciences) and then centrifuged at *800 × g* for 15 min at 20°C with no brake. The interface layer was collected and washed twice with PBS before flow cytometry analysis.

### Antigen uptake assay

To examine the antigen uptake capacity of neutrophils, the mice were instilled with PPE. Four days later, the lungs were harvested and processed into single-cell suspensions in complete RPMI (cRPMI; RPMI containing 3% fetal bovine serum and 100 U/ml penicillin/streptomycin; Gibco). Subsequently, 1.0 × 10^6^ cells were incubated with 1 μg/ml OVA-AF647 (Invitrogen) at 37°C for 3 h, followed by two washes with PBS. Flow cytometry analysis was then performed.

### NETosis analysis

WT mice were instilled with PPE, and 4 days later, the lungs were harvested and processed into a single-cell suspension using cRPMI. Subsequently, 1.0 × 10^6^ cells were incubated with 1 μM PMA (Sigma‒Aldrich) at 37°C for 3 h, followed by two PBS washes. The cells were then resuspended in FACS flow buffer (BD Biosciences), incubated with 10 nM SYTOX Green (Invitrogen) at 4°C for 15 min, and washed twice with FACS flow buffer. Flow cytometry analysis was then performed.

### Intravascular staining

To assess whether Siglec-F^+^ neutrophils reside in lung tissue, emphysema-induced mice were intravenously injected with 3 µg of the CD45.2-PE mAb. Five minutes later, the lungs were obtained from euthanized mice, perfused with PBS, and then further stained with the anti-CD45.2-PerCPcy5.5 mAb. Flow cytometry analysis was then performed.

### Adoptive transfer of immune cells

To examine the pathogenicity of Siglec-F^+^ neutrophils, WT mice were instilled with PPE. After 48 h, conventional neutrophils (CD45.2^+^Ly6G^+^CD11b^+^Siglec-F^-^) and Siglec-F^+^ neutrophils (CD45.2^+^Ly6G^+^CD11b^+^Siglec-F^+^) were sorted via a FACSAria Fusion system (BD). Subsequently, 1.0 × 10^6^ cells were *i.t*. instilled into naïve WT mice. Two days later, the lungs were perfused and subjected to histological analysis.

### Histology

The lungs were perfused with PBS, fixed in 4% paraformaldehyde (Sigma‒Aldrich), and embedded in paraffin blocks. The paraffin blocks were sectioned to a thickness of 4 μm and subjected to H&E staining. The emphysema index was determined by measuring the MLI. Five random fields at 100× magnification were captured for each sample, and the MLI was calculated via ImageJ software (National Institutes of Health, Maryland, USA; https://imagej.nih.gov/ij/) by overlaying a 50×50 μm grid and dividing the total line length by the number of intersections with alveolar walls.

### ELISA

ELISA was performed as described previously [50], with slight modifications. The lungs were perfused with PBS, homogenized in PBS and subjected to freezing and thawing in liquid nitrogen. Centrifugation was then performed, and the supernatant was collected. Cytokine concentrations were measured via the ELISA MAXTM Deluxe Set Mouse IL-17A, GM-CSF (BioLegend), and Mouse G-CSF DuoSet ELISA (R&D Systems™). In PPE-instilled mice, conventional neutrophils and Siglec-F^+^ neutrophils were sorted from the lungs, resuspended in cRPMI, and seeded at 2.0×10^5^ cells per well in a 96-well plate. After 24 h of restimulation with LPS (1 μg/ml), the supernatants were harvested for cytokine concentration measurements via the ELISA MAXTM Deluxe Set for Mouse TNF-α, IL-6, and IL-10 (BioLegend) and the Mouse IL-1β ELISA Kit (eBioscience).

### In vivo blockade

To neutralize IL-17A and IL-17F in vivo, a group of mice was *i.t*. administered 100 μg of anti-IL-17A (BioXcell), and a separate group was *i.t*. administered 100 μg of anti-IL-17F (BioXcell) one day prior to PPE instillation and on days 1 through 3 postinstillation. A third group of mice was *i.t*. administered 100 μg of both anti-IL-17A and anti-IL-17F simultaneously in the same manner. To neutralize CXCL1 in vivo, the mice were *i.t*. administered 10 μg of anti-CXCL1 (Invitrogen) one day prior to PPE instillation and on days 1 through 3 postinstillation. To neutralize IL-1α, IL-1β, IL-18, and IL-23 in vivo, the mice were *i.t*. administered 80 μg of anti-IL-1α, anti-IL-1β, anti-IL-18 (BioXcell), or anti-IL-23 (Invitrogen) one day prior to PPE instillation and on day 1 postinstillation. For the deletion of Siglec-F^+^ neutrophils, the mice were *i.t*. administered 80 μg of anti-Ly6G (BioXcell) and 40 μg of anti-Siglec-F (R&D Systems) daily for 3 days, starting from the day after PPE instillation. For depletion of γδ^+^ T cells, the mice were *i.t*. administered 80 μg of anti-Vγ2 TCR (BioXcell) one day prior to PPE instillation and on days 1 through 3 postinstillation. For depletion of alveolar macrophages, the mice were *i.t*. administered 30 μl of clodronate (FormuMax Scientific) on the day prior to and the day following PPE instillation. In vivo administration of the inhibitor was performed as described previously [27] with minor modifications. To block the differentiation of Siglec-F^+^ neutrophils, the mice were *i.t*. administered 30 μg of AG490, 20 μg of HJC0152, 3 μg of rapamycin, or 37 μg of adzmapimod (MedChem Express) daily for 3 days, starting from the day after PPE instillation.

### Administration of recombinant IL-17A

Starting the day after PPE instillation in IL-17A^KO^ mice, 1 μg of recombinant IL-17A (PeproTech) was *i.t*. administered daily for 4 days.

### Flow cytometry and sorting

Flow cytometry analysis and cell sorting were performed as described previously [51] with minor modifications. The following antibodies were used in the experiment:

Ly6G-FITC or -APC (clone 1A8), CD45.2-PE (clone 104), CD45.2-PerCPcy5.5 (clone 104), CD3-FITC (clone 17 A2), CD8α-PEcy7 (clone 53-6.7), CD11b-FITC (clone M1/70), CD16-FITC (clone S17014E), TCR γ/δ-PE (clone GL3), Siglec-E-PE (clone M1304A01), CD11b-Pacific Blue (clone M1/70), F4/80-PE (clone BM8), GP38-PE (clone 8.1.1), CD31-APC (clone 390), and B220-FITC (clone RA3-6B2) were purchased from Biolegend. CCR3-PE (clone 83101) and Siglec-F-APCcy7 (clone E50-2440) were purchased from BD Biosciences. CD127-PE (clone SB/199), CD4-eFluor™ 450 (clone GK1.5), CD326-eFluor™ 450 (clone G8.8), IL-17A-APC (clone eBio17B7), and Fixable Viability Dye eFluor™ 506 were purchased from eBioscience.

For neutrophil and eosinophil staining, anti-Ly6G-FITC or anti-APC, anti-CD45.2-PerCPcy5.5 or PEcy7 or PE, anti-CD11b-PE or anti-Pacific blue, anti-Siglec-F-APCcy7, anti-Siglec-E-PE, and anti-CCR3-PE antibodies were used. For epithelial/stromal cell staining, anti-CD45.2-PerCPcy5.5, anti-GP38-PE, anti-CD31-APC, and anti-CD326-Pacific Blue antibodies were used. For alveolar macrophage staining, anti-Ly6G-FITC (to exclude Ly6G^+^ cells), anti-CD45.2-PerCP-Cy5.5, anti-F4/80-PE, and anti-Siglec-F-APC-Cy7 antibodies were used. For T-cell staining, anti-CD3-FITC, anti-TCR γ/δ-PE, anti-CD45.2-PerCPcy5.5, anti-CD8α-PEcy7, and anti-CD4-Pacific Blue antibodies were used. For ILC3 staining, lineage-(anti-CD3-FITC, anti-CD11b-FITC, anti-CD16-FITC, anti-B220-FITC, and anti-CD11c-FITC), anti-CD45.2-PerCPcy5.5, anti-CD127-PE, and anti-CD117-Pacific Blue antibodies were used. Single cells were stimulated with a cell activation cocktail (BioLegend) at 37°C for 4 h. After stimulation, the cells were stained with anti-IL-17A-APC according to the protocol of the Fixation/Permeabilization Kit (BD Biosciences).

### In vitro cell culture

Neutrophils and eosinophils were sorted from the bone marrow and lungs of WT mice via FACSAria Fusion and labeled BM-neutrophils and lung-neutrophils (FVD^-^CD45.2^+^Ly6G^+^CD11b^+^Siglec-F^-^) and BM-eosinophils (FVD^-^CD45.2^+^Ly6G^-^CD11b^+^Siglec-F^+^). BALF was harvested from PPE-instilled WT and IL-17A KO mice via the use of 1 ml of cRPMI. Each BALF sample (100 μl) was used for culturing 4.0 × 10^5^ WT BM-neutrophils in cRPMI for 48 h. In some cases, the cultures of WT BM-neutrophils (4.0 × 10^5^) were supplemented with IL-17A (100 ng/ml), IL-1β (20 ng/ml), IL-6 (20 ng/ml), TNF-α (20 ng/ml) (Peprotech), or GM-CSF (2 ng/ml) (Creagen). In some cases, BM-neutrophils and lung-neutrophils (4.0 × 10^5^ cells each) were cultured in cRPMI supplemented with G-CSF (10 ng/ml) for 48 h. BM-eosinophils (4.0 × 10^5^) were cultured in cRPMI supplemented with either 100 µl of BALF obtained from PPE-instilled WT mice or G-CSF (10 ng/ml) for 48 h. BM-neutrophils (4.0 × 10^5^) were cultured in cRPMI supplemented with 100 µl of cell-free BALF obtained from PPE-instilled WT mice, along with anti-IgG (10 µg/ml), anti-G-CSF (1 μg/ml) (R&D Systems), or anti-GM-CSF (10 µg/ml) (BioXcell), for 48 h.

For the coculture experiments, 4.0 × 10^5^ BM-neutrophils were cocultured with 1.0 × 10^6^ nonimmune (FVD^-^CD45.2^-^) cells sorted from the perfused lungs of WT mice in cRPMI containing IL-17A (100 ng/ml) for 48 h. To further analyze nonimmune cells, 1.0 × 10^6^ FVD^-^CD45.2^-^EpCAM^+^ (epithelial cells), CD31^+^ (blood endothelial cells), CD31^+^GP38^+^ (lymphatic endothelial cells), and GP38^+^ (fibroblasts) cells sorted from the perfused lungs of WT mice were cocultured with 4.0 × 10^5^ BM-neutrophils in cRPMI supplemented with IL-17A (100 ng/ml) for 48 h.

To identify the signaling pathways downstream of G-CSF involved in the differentiation of Siglec-F^+^ neutrophils, 4.0 × 10^5^ BM neutrophils were cultured in cRPMI supplemented with G-CSF (10 ng/ml) in the presence of the following signaling inhibitors: AG490 (50 μM), rapamycin (1 μM), adezmapimod (10 μM), wortmannin (2 μM), STAT5-IN-1 (10 μM) (MedChem Express), and HJC0152 (10 μM) (Selleck) for 48 h.

### RNA isolation

CD45^-^ non-immune cells sorted from the perfused lungs of WT mice were resuspended in cRPMI at 1.0 × 10^6^ cells per well and incubated for 6 h in the presence of IL-17A (100 ng/ml). The cells were lysed via RNAiso Plus (Takara) and purified via the PicoPure™ RNA Isolation Kit (Thermo). For bulk RNA-seq of Siglec-F^+^ neutrophils, BM-neutrophils were sorted from WT mice, seeded at 4.0 × 10^5^ cells per well, and stimulated with G-CSF (10 ng/ml) for 6 h. After washing with PBS, the cells were lysed via RNAiso and purified via the PicoPure™ RNA Isolation Kit.

### Bulk RNA sequencing and analysis

Bulk RNA-seq was performed via a previously [51] described method with slight modifications. The RNA library construction was conducted via a QuantSeq 3′ mRNA-Seq Library Prep Kit FWD (Lexogen) following the manufacturer’s guidelines. The Illumina RNA template containing the compatible sequence was purified via magnetic beads and amplified to add the complete adapter sequences for cluster generation. The sequencing was performed via a high-throughput approach with single-end 75 bp sequencing via a NextSeq 500/550 (Illumina). A volcano plot analysis of upregulated genes in Siglec-F^+^ neutrophils was based on searches conducted at https://maayanlab.cloud/Enrichr/and represents the provided ontology. GSEA was performed via GSEA v4.3.3 software. The gene sets needed for the GSEA were obtained from the murine transcriptomics database provided by the Gene Set Knowledgebase (http://ge-lab.org/gs/). The enrichment score and false discovery rate values were applied after the gene set permutations were performed 1000 times. Raw data from the bulk RNA-seq analysis were deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE297403.

### RT‒PCR

The isolated mRNA was used to synthesize cDNA via Maxime™ RT PreMix (Oligo (dT)15 Primer) (iNtRON Biotechnology) following the manufacturer’s protocol. Real-time quantitative PCR was performed using qGreen Q-PCR Master Mix (GenDEPOT). The sequences of primers used for PCR amplification were as follows:

Mouse *Gapdh*

(F) TGA TGG GTG TGA ACC ACG AG

(R) AGT GAT GGC ATG GAC TGT GG

Mouse *Csf3*

(F) TGC ACT ATG GTC AGG ACG AG

(R) TGC TCC AGG GAC TTA AGC AG

### Statistical analysis

Statistical significance was determined via Prism 10 software (GraphPad). Unpaired t tests with Welch’s correction, one-way ANOVA with Dunnett’s T3 post hoc test, or two-way ANOVA with Tukey’s post hoc test were used to evaluate the significance of differences between multiple groups. The data are the means ± SDs.

## Supplementary information

Supplemental Materials

Un-croped images (original)

# Supplementary material for: γδ+ T-cell-derived IL-17A stimulates airway epithelial/stromal cells to secrete G-CSF, promoting lung-specific pathogenic Siglec-F+ neutrophil development in PPE-induced emphysema
**Source:** Cell Mol Immunol. 2025 Jun 3;22(7):791–805. doi: 10.1038/s41423-025-01301-x
**Supplement:** Supplementary file 1 — Supplemental Materials

## Supplemental Figures

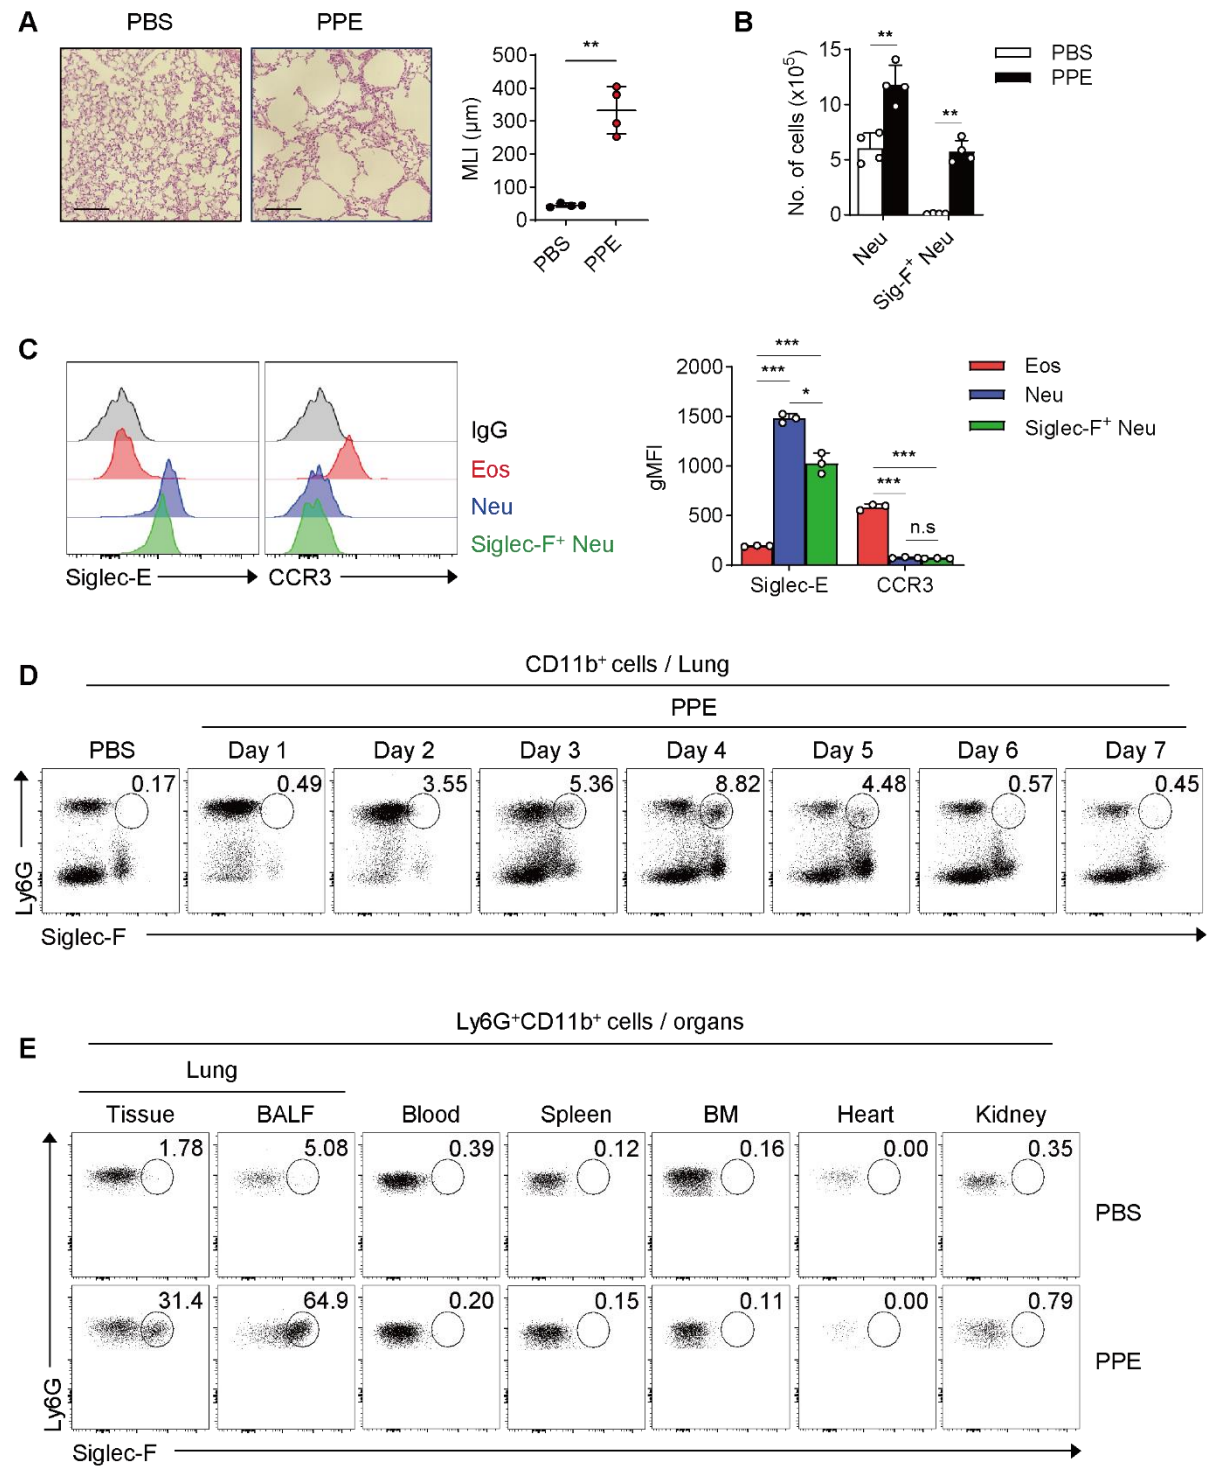

**Fig. S1. Siglec-F<sup>+</sup> neutrophils were newly observed in the lungs of mice with PPE-induced emphysema.**

(A) Lung tissue histology after H&E staining and mean linear intercept (MLI) assessment were conducted 4 days after PPE instillation in mice. Scale bar = 200  $\mu\text{m}$  ( $n = 4$  per group). (B) Quantification

of neutrophils and Siglec-F<sup>+</sup> neutrophils in the lungs of WT mice 4 days after PBS or PPE instillation ( $n = 4$  per group). (C) The expression of Siglec-E and CCR3, along with their geometric mean fluorescence intensity (gMFI), in lung immune cells of PPE-instilled mice ( $n = 3$  per group). (D) Representative FACS plots of Fig. 1B. (E) Representative FACS plots of Fig. 1C. Unpaired two-tailed Student's t-test with Welch's correction (A), unpaired one-way ANOVA with the Dunnett's T3 post-test (C), unpaired two-way ANOVA with Tukey's for post-test (B) were used to measure significance.  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ; n.s, not significant; error bars indicate mean  $\pm$  SD.

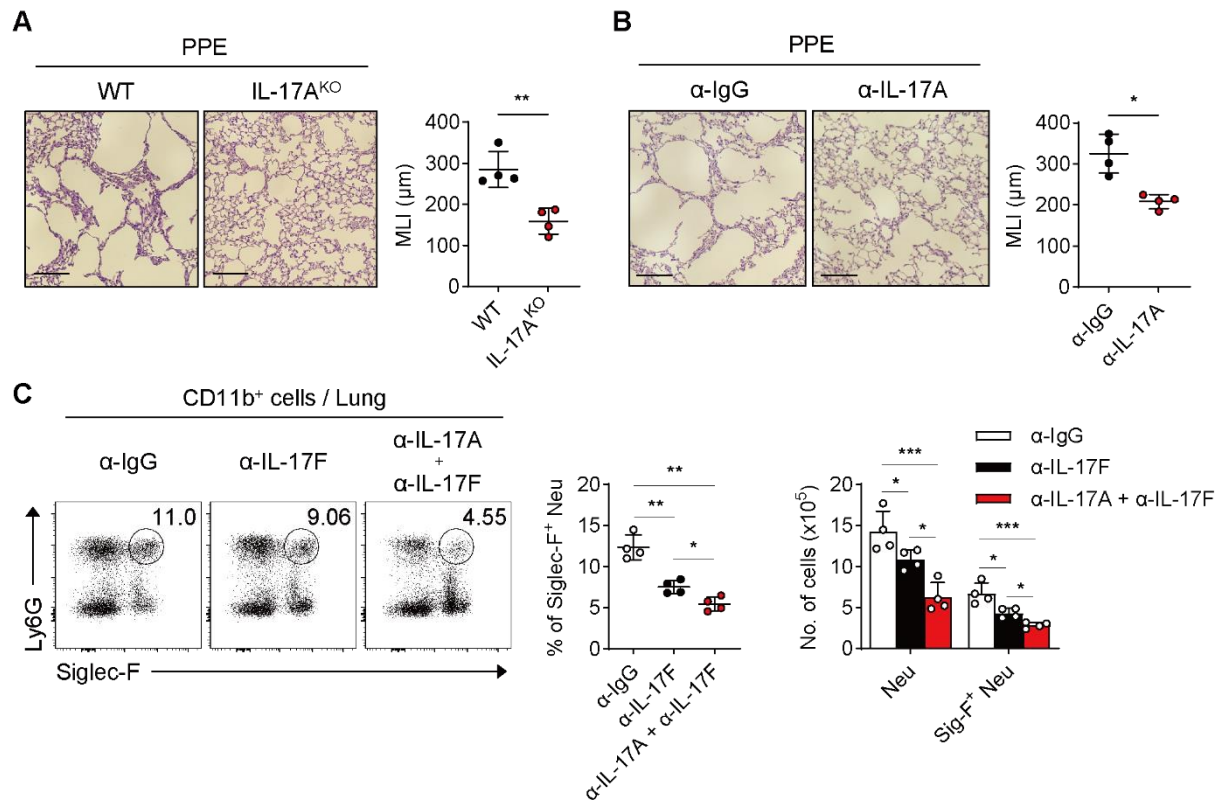

**Fig. S2. IL-17A and the development of Siglec-F<sup>+</sup> neutrophils in PPE-induced emphysema mice.**

(A) Lung tissue histology and the MLI of PPE-instilled WT and IL-17A<sup>KO</sup> mice on day 4. Scale bar = 200 μm ( $n = 4$  per group). (B) Lung tissue histology and the MLI of PPE-instilled WT mice pretreated with either anti-IgG or anti-IL-17A antibodies. Scale bar = 200 μm ( $n = 4$  per group). (C) Representative FACS plot of the CD11b<sup>+</sup> cell gate and the frequency and number of Siglec-F<sup>+</sup> neutrophils in the lungs of PPE-induced emphysema mice following depletion of IL-17A and IL-17F ( $n = 4$  per group). Unpaired two-tailed Student's t-test with Welch's correction (A, B), unpaired one-way ANOVA with the Dunnett's T3 post-test (C left), and unpaired two-way ANOVA with Tukey's for post-test (C right) were used to measure significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; error bars indicate mean  $\pm$  SD.

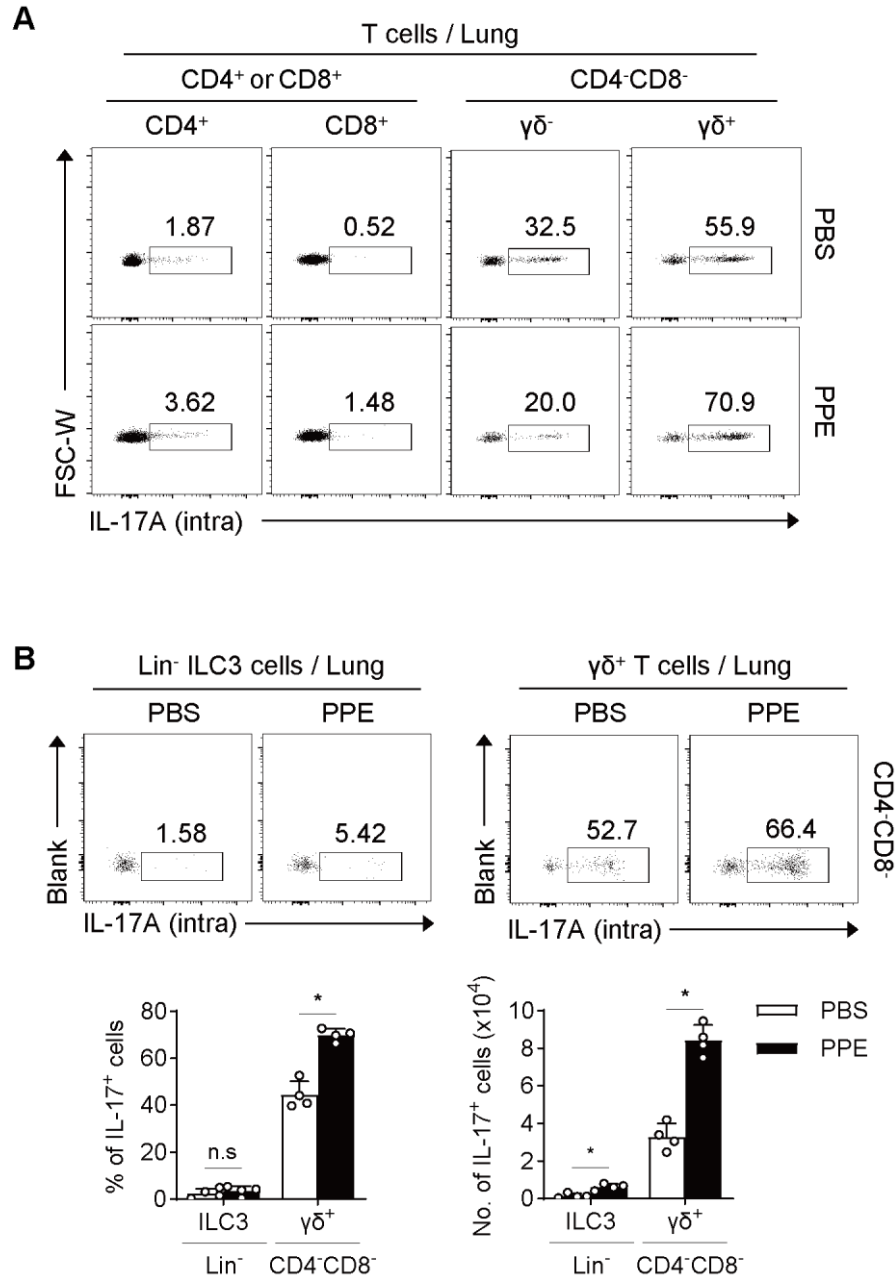

**Fig. S3. Lung  $\gamma\delta^+$  T cells are the major source of IL-17A.**

(A) Representative FACS plots of main Fig. 3B. (B) The frequency and number of IL-17A-expressing ILC3s and  $\gamma\delta^+$  T cells were assessed in the lungs of PPE-instilled mice on day 2 ( $n = 4$  per group). Unpaired two-tailed Student's t-test with Welch's correction (B) were used to measure significance.  $*P < 0.05$ ; n.s, not significant; error bars indicate mean  $\pm$  SD.

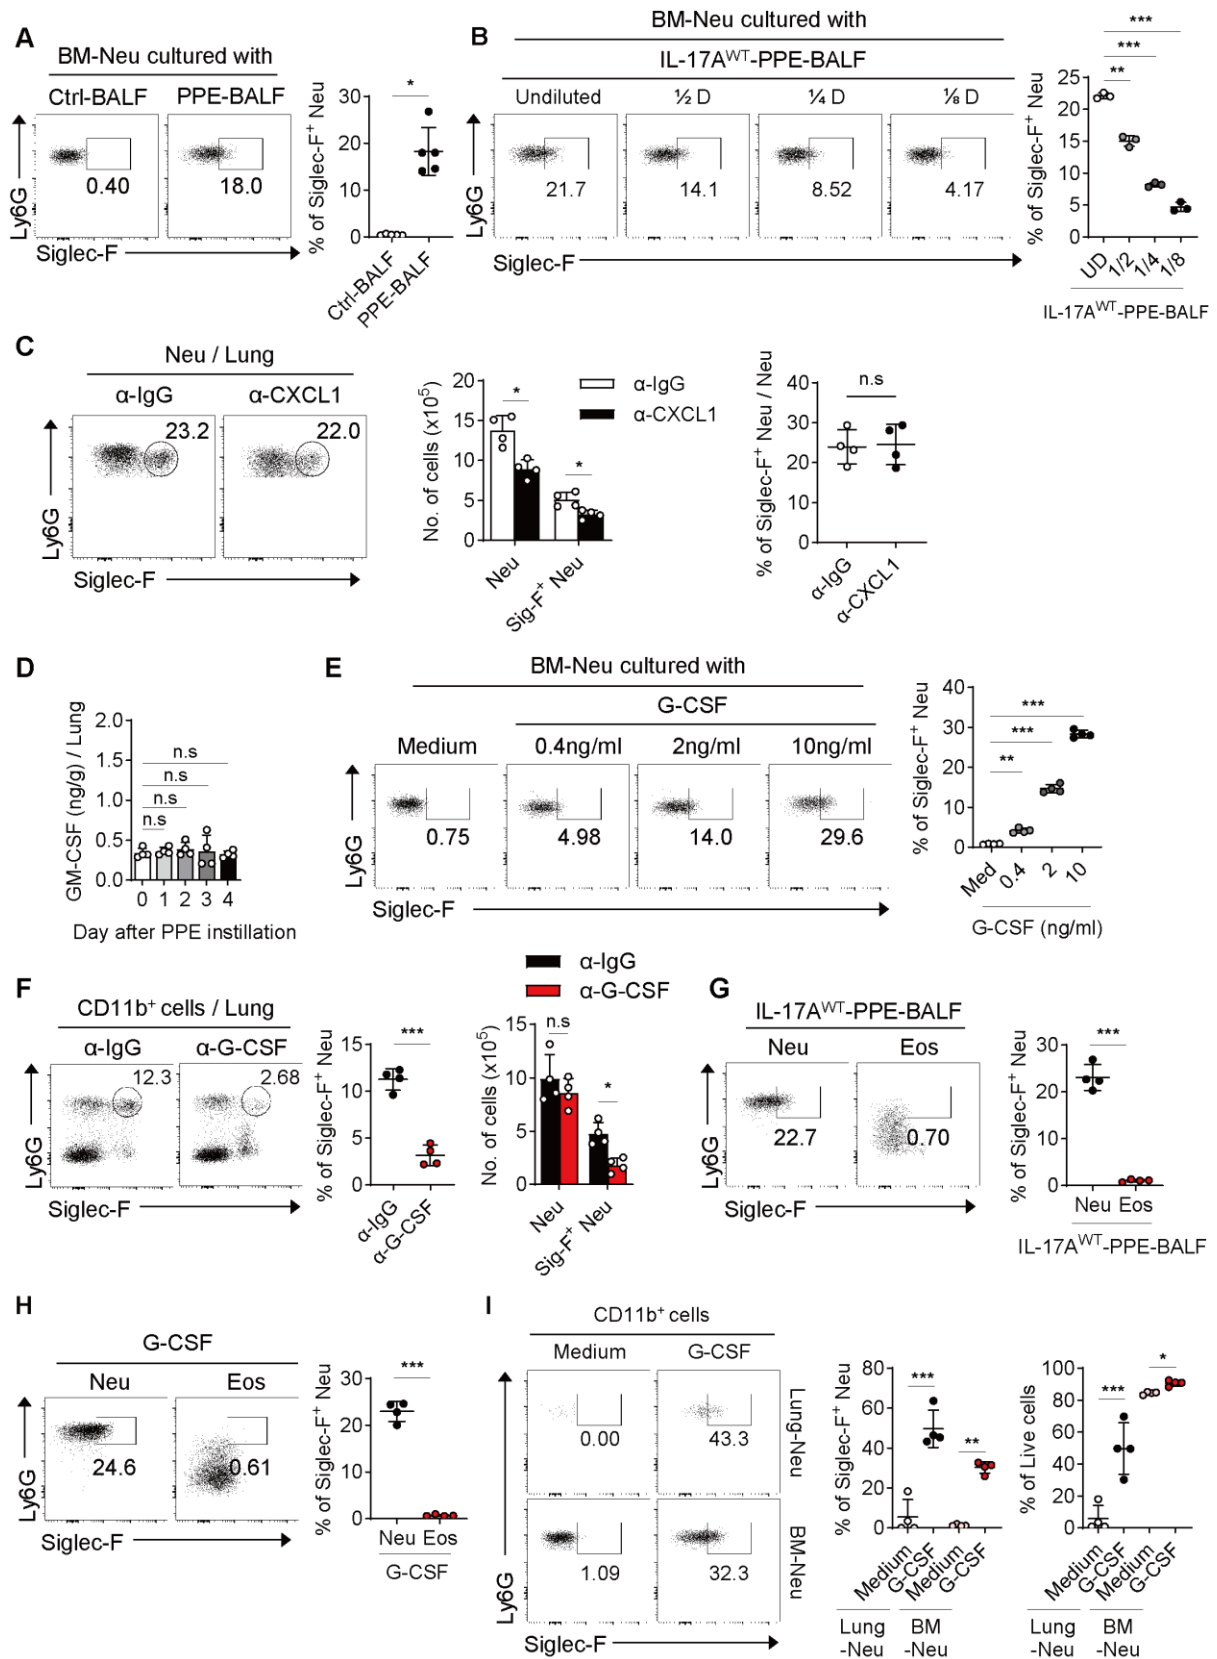

**Fig. S4. IL-17A-derived G-CSF plays a crucial and direct role in the differentiation of Siglec-F<sup>+</sup> neutrophils in the lungs of mice with emphysema.**

(A) The frequency of Siglec-F<sup>+</sup> neutrophils in BM-neutrophils cultured for 48 h with cell-free BALF isolated from either PBS- or PPE-instilled WT mice ( $n = 5$  per group). (B) The frequency of Siglec-F<sup>+</sup> neutrophils in BM-neutrophils cultured with serially diluted cell-free BALF isolated from PPE-instilled WT mice ( $n = 3$  per group). (C) Representative FACS plot of the CD11b<sup>+</sup> cell gate and the frequency and number of Siglec-F<sup>+</sup> neutrophils in the lungs of PPE-induced emphysema mice following administration of an anti-CXCL1 antibody ( $n = 4$  per group). (D) The concentrations of GM-CSF in the lungs of mice over 4 days following PPE instillation ( $n = 4$  per group). (E) The frequency of Siglec-F<sup>+</sup> neutrophils in BM-neutrophils cultured for 48 h with dose-escalated G-CSF ( $n = 4$  per group). (F) The frequency and number of Siglec-F<sup>+</sup> neutrophils on day 4 in the lungs of PPE-instilled mice pretreated *i.t.* with anti-G-CSF blocking antibodies ( $n = 4$  per group). (G) Neutrophils and eosinophils sorted from CD11b<sup>+</sup> BM cells were cultured for 48 h with cell-free BALF isolated from PPE-instilled WT mice, and the frequency of Siglec-F<sup>+</sup> neutrophils was assessed in each culture ( $n = 4$  per group). (H) Neutrophils and eosinophils sorted from CD11b<sup>+</sup> BM cells were cultured for 48 h with 10 ng/ml of G-CSF, and the frequency of Siglec-F<sup>+</sup> neutrophils was assessed in each culture ( $n = 4$  per group). (I) Neutrophils sorted from lung tissue (Lung-neutrophils) and bone marrow (BM-neutrophils) were cultured with 10 ng/ml of G-CSF, and the frequency of Siglec-F<sup>+</sup> neutrophils was assessed in each culture ( $n = 4$  per group). Unpaired two-tailed Student's t-test with Welch's correction (A, C right, F left, G, and H), unpaired one-way ANOVA with the Dunnett's T3 post-test (B, D, and E), and unpaired two-way ANOVA with Tukey's for post-test (C left, F right, and I) were used to measure significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; n.s., not significant; error bars indicate mean  $\pm$  SD.

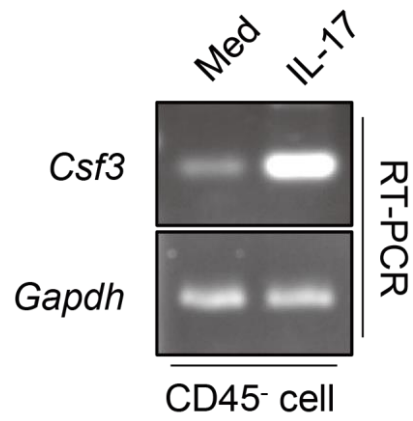

**Fig. S5. Lung non-immune cells secrete G-CSF when stimulated by IL-17A.**

The expression levels of *Csf3* mRNA were assessed by RT-PCR in CD45<sup>-</sup> cells treated with recombinant IL-17A for 6 h. Representative RT-PCR data from three independent experiments.

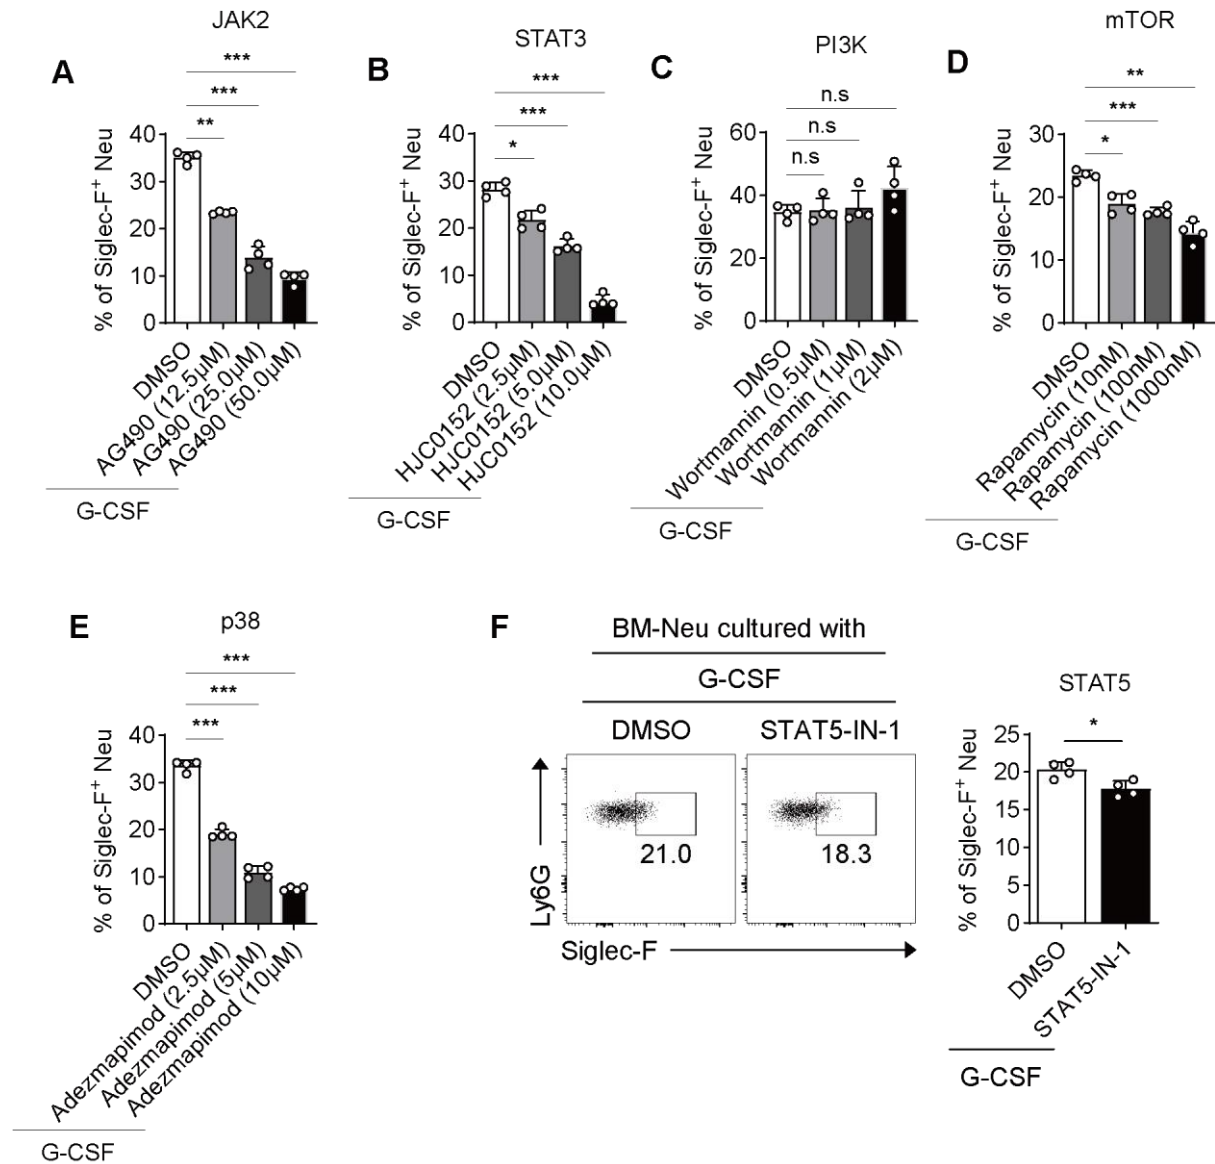

**Fig. S6. G-CSF receptor signaling pathways for the expression of Siglec-F in neutrophils.**

(A-E) The frequency of Siglec-F<sup>+</sup> neutrophils was assessed in each BM-neutrophil culture after 48 h of incubation with 10 ng/ml of recombinant G-CSF, in the presence of dose-escalating AG490 (JAK2 inhibitor) (A), HJC0152 (STAT3 inhibitor) (B), Wortmannin (PI3K inhibitor) (C), Adezmapimod (p38 inhibitor) (D), or rapamycin (mTOR inhibitor) (E). (F) The frequency of Siglec-F<sup>+</sup> neutrophils was assessed in BM-neutrophil culture after 48 h of incubation with 10 ng/ml of recombinant G-CSF, in the presence of STAT5-IN-1 (STAT5 inhibitor). (A-F) (n=4 per group). Unpaired two-tailed Student's t-test with Welch's correction (F) and unpaired one-way ANOVA with the Dunnett's T3 post-test (A-E) were used to measure significance. \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001; n.s, not significant; error bars indicate mean ± SD.

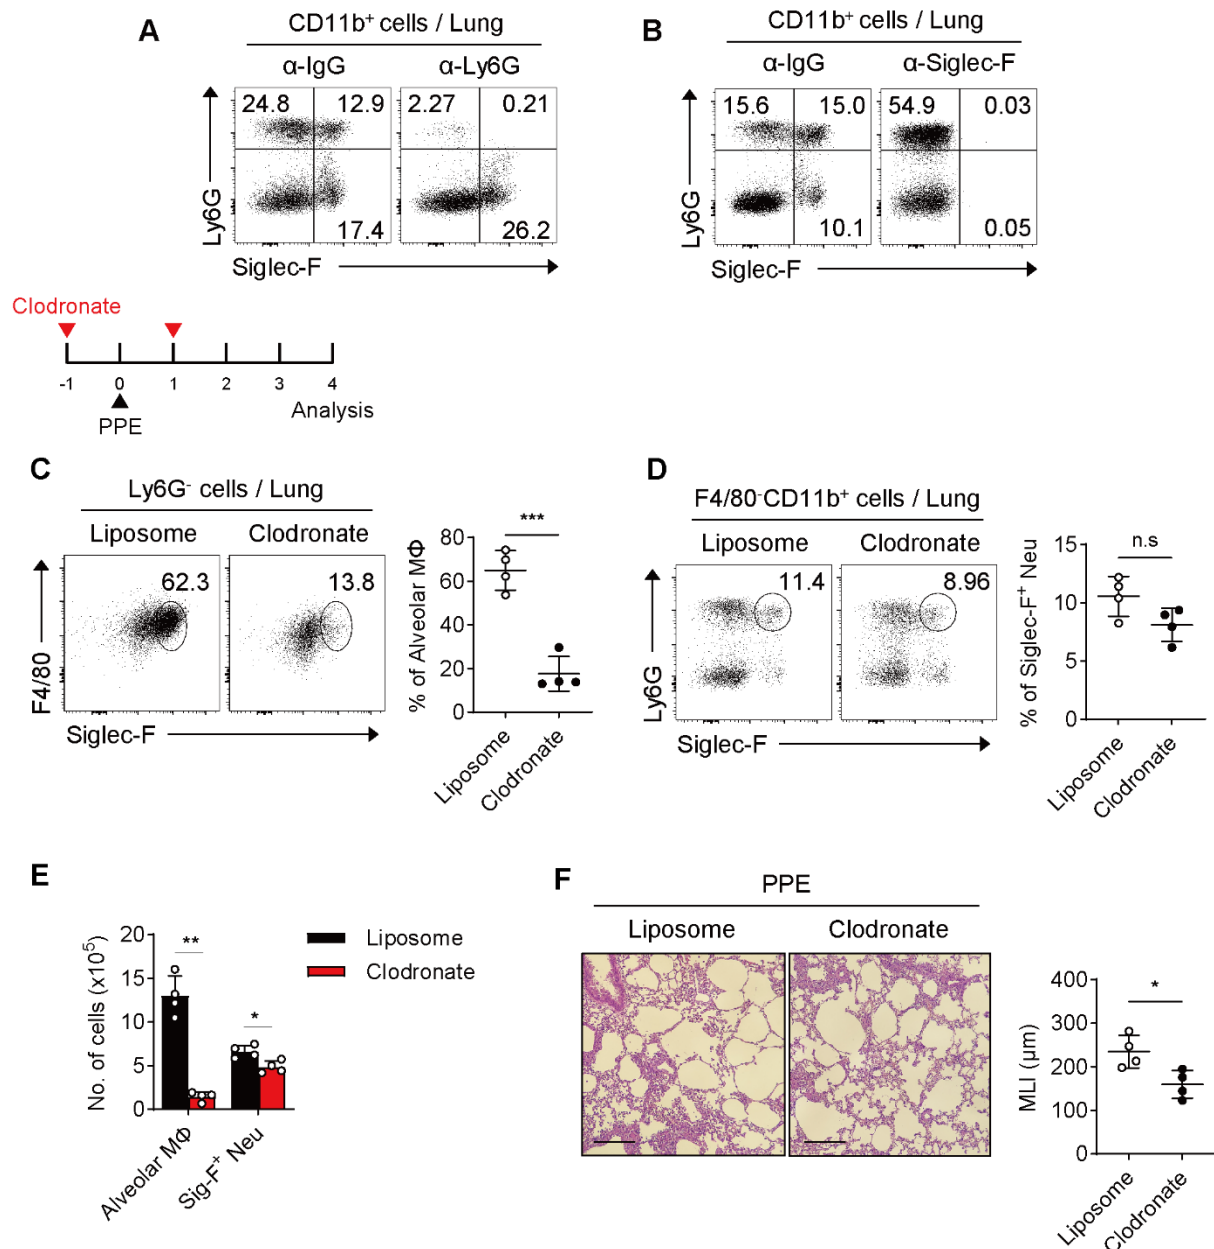

**Fig. S7. Depletion of Siglec F<sup>+</sup> neutrophil and alveolar macrophage in mice with PPE-induced emphysema.**

(A, B) Representative FACS plots of the statistical data shown in Fig. 8A (A) and 8B (B). (C-E) Experimental protocol for Clodronate administration in the PPE-induced emphysema model. The frequency of alveolar macrophages (C) and Siglec-F<sup>+</sup> neutrophils (D), and the number of alveolar macrophages and Siglec-F<sup>+</sup> neutrophils (E) on day 4 in the lungs of PPE-induced emphysema mice after Clodronate administration ( $n = 4$  per group). (F) Lung tissue histology after H&E staining and MLI assessment on day 4. Scale bar = 200 μm ( $n = 4$  per group). Unpaired two-tailed Student's t-test (C, D, and F) and unpaired two-way ANOVA with Tukey's for post-test (E) were used to measure significance. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; error bars indicate mean  $\pm$  SD.

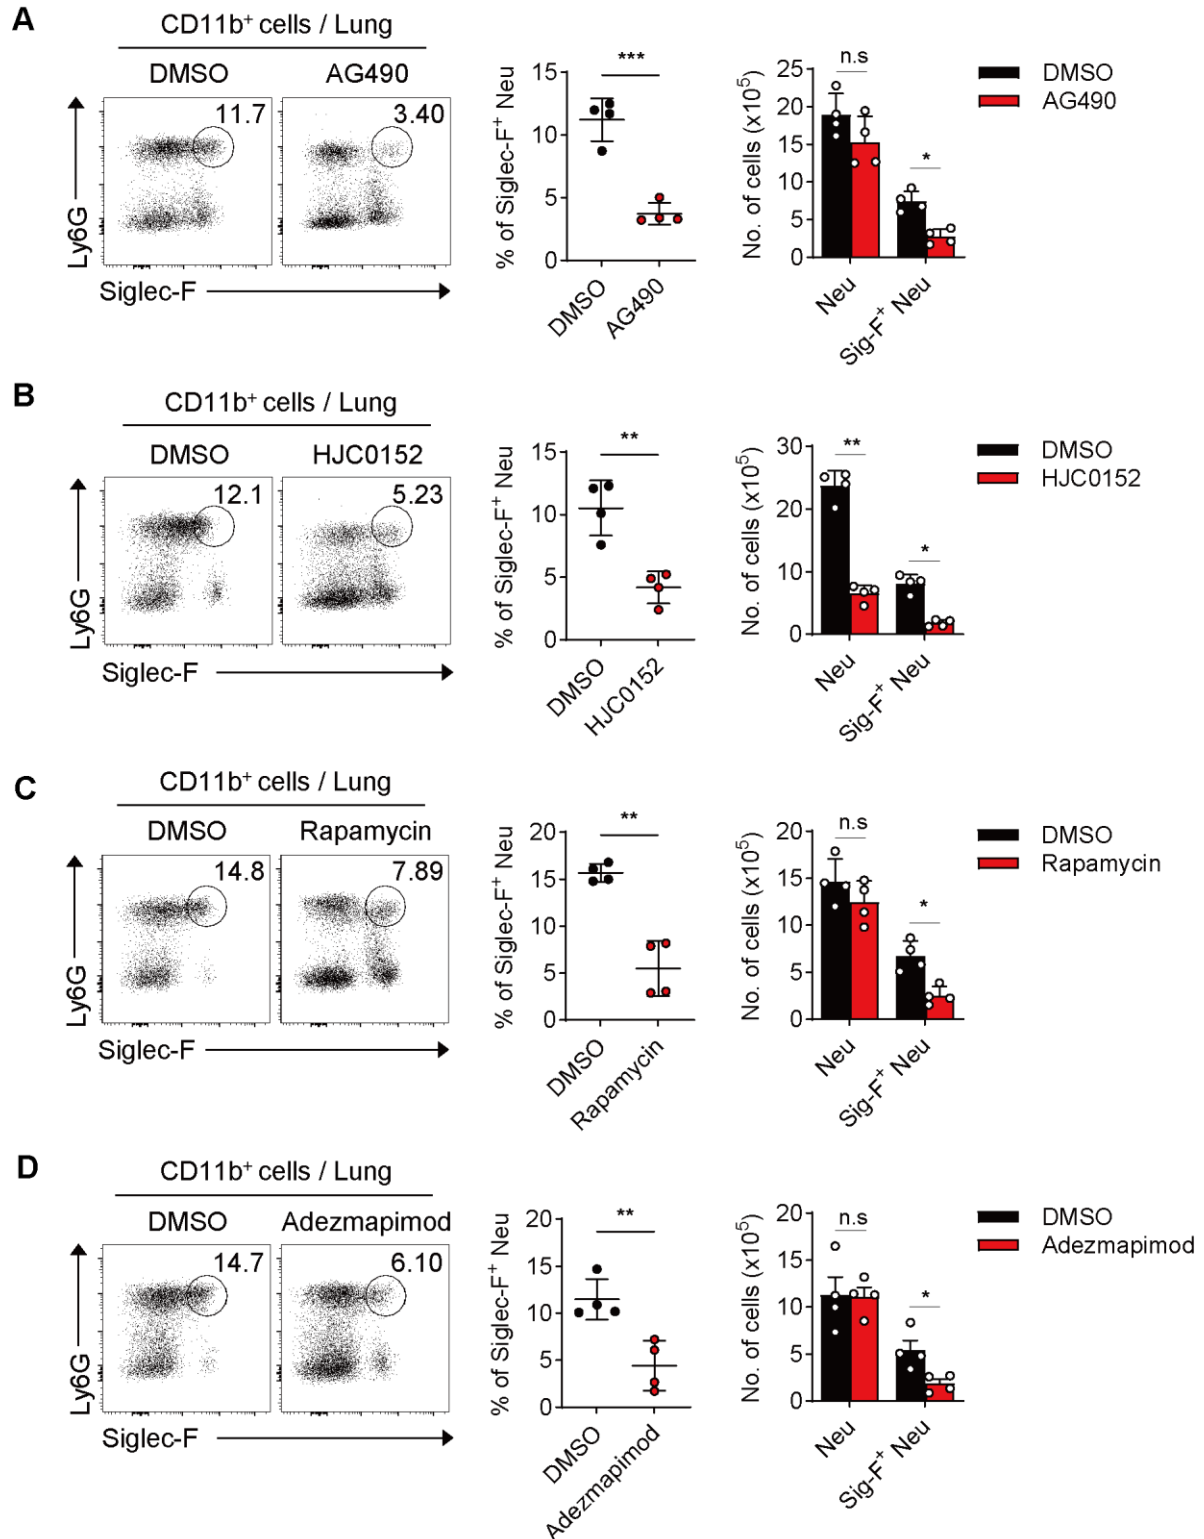

**Fig. S8. G-CSF receptor Signaling blockades and symptoms of emphysema.**

(A-D) PPE-instilled mice were treated *i.t.* with AG490 (JAK2 inhibitor) (A), HJC0152 (STAT3 inhibitor) (B), Rapamycin (mTOR inhibitor) (C), or Adezmapimod (p38 inhibitor) (D). Representative FACS plots of CD11b<sup>+</sup> cell gate and the frequency of Siglec-F<sup>+</sup> neutrophils in the lungs 4 days after PPE

instillation ( $n = 4$  per group per each experiment). Unpaired two-tailed Student's t-test (A-D left) and unpaired two-way ANOVA with Tukey's for post-test (A-D right) was used to measure significance.  $**P < 0.01$ ,  $***P < 0.001$ ; error bars indicate mean  $\pm$  SD.

## Supplemental Tables

**Supplemental Table 1. Dyes and antibodies for flow cytometry**

| Reagent                           | Clone    | Source        | Catalog #  | Diluted ratio            |
|-----------------------------------|----------|---------------|------------|--------------------------|
| anti-Ly6G-FITC                    | 1A8      | Biolegend     | 127606     | 1:200                    |
| anti-Ly6G-APC                     | 1A8      | Biolegend     | 127613     | 1:200                    |
| CD45.2-PE                         | 104      | Biolegend     | 109807     | <i>In vivo</i> injection |
| CD45.2-PerCPcy5.5                 | 104      | Biolegend     | 109827     | 1:200                    |
| CD3-FITC                          | 17A2     | Biolegend     | 100204     | 1:100                    |
| CD8-PEcy7                         | 53-6.7   | Biolegend     | 100721     | 1:200                    |
| CD11b-FITC                        | M1/70    | Biolegend     | 101205     | 1:200                    |
| CD16-FITC                         | S17014E  | Biolegend     | 158007     | 1:200                    |
| TCR $\gamma/\delta$ -PE           | GL3      | Biolegend     | 118107     | 1:200                    |
| Siglec-E-PE                       | M1304A01 | Biolegend     | 677103     | 1:200                    |
| GP38-PE                           | 8.1.1    | Biolegend     | 127407     | 1:200                    |
| CD31-APC                          | 390      | Biolegend     | 102409     | 1:200                    |
| B220-FITC                         | RA3-6B2  | Biolegend     | 103205     | 1:200                    |
| F4/80-PE                          | BM8      | Biolegend     | 123110     | 1:200                    |
| CD11b-Pacific Blue                | M1/70    | Biolegend     | 101223     | 1:200                    |
| CCR3-PE                           | 83101    | BD Bioscience | FAB729P    | 1:200                    |
| Siglec-F-APCcy7                   | E50-2440 | BD Bioscience | 565527     | 1:200                    |
| CD127-PE                          | SB/199   | eBioscience   | 12-1273    | 1:200                    |
| CD4-eFluor™ 450                   | GK1.5    | eBioscience   | 48-0041-82 | 1:200                    |
| CD326-eFluor™ 450                 | G8.8     | eBioscience   | 48-5791-82 | 1:200                    |
| IL-17A-APC                        | eBio17B7 | eBioscience   | 17-7177-81 | 1:200                    |
| Fixable Viability Dye eFluor™ 506 | -        | eBioscience   | 65-0866    | 1:400                    |

**Supplemental Table 2. Chemicals, recombinant proteins and antibodies used in this study**

| Reagent                                             | Clone | Source          | Catalog # |
|-----------------------------------------------------|-------|-----------------|-----------|
| Porcine pancreas elastase                           | -     | Sigma-Aldrich   | E1250     |
| AG490                                               | -     | MedChem Express | HY-12000  |
| HJC0152                                             | -     | Selleck         | S8561     |
| Rapamycin                                           | -     | MedChem Express | HY-10219  |
| Adezmapimod                                         | -     | MedChem Express | HY-10256  |
| Wortmannin                                          | -     | MedChem Express | HY-10197  |
| STAT5-IN-I                                          | -     | MedChem Express | HY-101853 |
| OVA-AF647                                           | -     | Invitrogen      | O34784    |
| SYTOX Green                                         | -     | Invitrogen      | S7020     |
| PMA                                                 | -     | Sigma-Aldrich   | P1585     |
| Cell Activation Cocktail                            | -     | Biolegend       | 423303    |
| RNAiso Plus                                         | -     | Takara          | 9109      |
| Collagenase IV from <i>Clostridium histolyticum</i> | -     | Sigma-Aldrich   | C5138     |
| RPMI 1640 Medium                                    | -     | Gibco           | 11875119  |

|                                   |              |               |            |
|-----------------------------------|--------------|---------------|------------|
| DNase I                           | -            | Enzynomics    | M059S      |
| Fetal Bovine Serum (FBS)          | -            | Gibco         | 12483020   |
| Penicillin/Streptomycin           | -            | Gibco         | 15140122   |
| ACK lysing buffer                 | -            | Gibco         | A1049201   |
| Percoll                           | -            | Sigma-Aldrich | P1644      |
| Ficoll                            | -            | Life Sciences | 17544202   |
| LPS from Escherichia coli O111:B4 | -            | Sigma-Aldrich | L4391      |
| Recombinant mouse IL-17A          | -            | Peprtech      | 210-17     |
| Recombinant mouse G-CSF           | -            | Peprtech      | 250-05     |
| Recombinant mouse IL-1 $\beta$    | -            | Peprtech      | 211-11B    |
| Recombinant mouse IL-6            | -            | Peprtech      | 216-16     |
| Recombinant mouse TNF- $\alpha$   | -            | Peprtech      | 315-01A    |
| Recombinant mouse GM-CSF          | -            | Creagen       | JW-M001    |
| anti-IgG2a                        | 2A3          | BioXcell      | BE0089     |
| anti-CXCL1                        | Arg20-Lys96  | Invitrogen    | MA5-23745  |
| anti-mouse GM-CSF                 | MP1-22E9     | BioXcell      | BE0259     |
| anti-normal goat IgG              | N/A          | R&D systems   | AB-108-C   |
| anti-G-CSF                        | N/A          | R&D systems   | AF-414-NA  |
| anti-IgG1                         | MOPC-21      | BioXcell      | BE0083     |
| anti-IL-17A                       | 17F3         | BioXcell      | BE0173     |
| anti-IL-17F                       | MM17F8F5.1A9 | BioXcell      | BE0303     |
| anti-IgG                          | N/A          | BioXcell      | BE0091     |
| anti-V $\gamma$ 2 TCR             | UC3-10A6     | BioXcell      | BE0168     |
| anti-IL-1 $\alpha$                | MOPC-21      | BioXcell      | BE0243     |
| anti-IL-1 $\beta$                 | BE024617F3   | BioXcell      | BE0246     |
| anti-IL-18                        | YIGIF74-1G7  | BioXcell      | BE0237     |
| anti-IL-23                        | eBio473P19   | Invitrogen    | 14-7238-85 |

**Supplementary Table 3. Assay kits used in this study**

| Kit                                     | Source               | Catalog #  |
|-----------------------------------------|----------------------|------------|
| Fixation/Permeabilization Kit           | BD Biosciences       | 554714     |
| Maxime™ RT PreMix (Oligo (dT)15 Primer) | iNtRON Biotechnology | 25081      |
| qGreen Q-PCR Master Mix                 | GenDEPOT             | Q5600-005  |
| PicoPure™ RNA Isolation Kit             | Thermo               | KIT0204    |
| Clophosome®-A - Clodronate Liposomes    | FormuMax Scientific  | F70101C-AC |

**Supplementary Table 4. Primers for (q)RT-PCR**

|                            |                                      |
|----------------------------|--------------------------------------|
| Mouse <i>Csf3</i> Forward  | 5' - TGC ACT ATG GTC AGG ACG AG - 3' |
| Mouse <i>Csf3</i> Reverse  | 5' - TGC TCC AGG GAC TTA AGC AG - 3' |
| Mouse <i>Gapdh</i> Forward | 5' - TGA TGG GTG TGA ACC ACG AG - 3' |
| Mouse <i>Gapdh</i> Reverse | 5' - AGT GAT GGC ATG GAC TGT GG - 3' |

How the deposited data were processed for this re-analysis (not part of the article)

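The data are 6 libraries of mouse BM-neutrophils sorted from WT mice and cultured at 400000 cells per well for 6 h, 3 in medium (Med neutrophils) and 3 with 10 ng/ml G-CSF (G-CSF neutrophils). The libraries were made by the authors with a QuantSeq 3′ mRNA-Seq kit and sequenced single-end. Other experiments of the study were not analysed here.

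The authors deposited 1 file per library with a log2 value for each of 40879 gene symbols. The text of the paper does not name the aligner, the counting, the genome build, the annotation or the normalization, and no coordinates are given for that reason. The unit was inferred from the values: they are log2(CPM + 1), with CPM scaled by a factor for each library. The steps between low values gave the worth of 1 read (0.110 to 0.136 CPM) and with it 7239529 to 8704548 reads on genes in the Med neutrophils and 7915166 to 8566705 in the G-CSF neutrophils. Of 45620 values of up to 20 reads, 99.6% came out whole. The limit for a gene at 0 was set at 3 reads (0.331 to 0.408 CPM). This limit and the read counts cover counting error only, since reads multiplied by PCR are not independent molecules. The gene with the most reads was Gm26917, with 631015 to 863693 reads per library. Gene names were used as the files list them, and 37566 of the 40879 symbols were also in the RefSeq gene table. Of the genes in the lists, Ddx58 was not found under that name.

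The deposited log2 values were tested without further normalization with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend). The fit compared the 2 groups without a block, over the 16047 genes above 0 in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper names tests for 2 groups in its statistics section but none for the volcano plot of Fig. 6A. The lines of that plot were read by eye as an unadjusted p of 0.05 and a fold change of 1.3. The genes named in the text are those labelled in Fig. 6A, 6C and 6E, the genes of proteins that the study measures or inhibits, markers of cell types where these are discussed, and the 5 largest increases and 5 largest decreases among differentially expressed genes above the median level of the tested genes and without overlap between the groups. Any other gene whose values are given was named after they were seen, also where the text does not say so. This holds for the single members named from the NF-kB inflammatory, interferon-stimulated, mTORC1 and NRF2 lists.

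Gene lists were tested with gseapy 1.3.1 in Python 3.11.15, with 1000 permutations of gene sets as in the paper's methods. The weight of 1 was chosen here, since the paper does not state one. Genes were ranked by the signal-to-noise ratio on CPM, with an SD of at least 0.2 times the mean. The smallest p these permutations can give is 0.001. The p-values were adjusted by the Benjamini-Hochberg method over 8 hand-written lists (tertiary, specific and azurophil granule, NF-kB inflammatory, interferon-stimulated, STAT3 targets, mTORC1 targets and p38 pathway) and separately over 6 mouse Reactome sets shipped with the R package fgsea 1.28.0. At least 96.3% of the members of each Reactome set had a symbol in the files. The gene sets of Fig. 6B and 6D were not used here, and the hand-written lists leave out the genes labelled in Fig. 6. In an added alternative these were put back, Fig. 6A into the tertiary granule, 6C into the NF-kB, and 6E into the STAT3, mTORC1 and p38 lists. The same lists were tested with camera (preset correlation 0.01) and fry in limma. Lists of eosinophil, monocyte and macrophage, B cell, erythroid and proliferation markers, of NRF2 response genes and of sex-linked genes were used for tests of explanations.

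The procedures were tested on simulated reads drawn from the means and library sizes of these libraries, with 200 genes changed. Of these, limma recovered 59.5% over 18652 genes tested, and 91% of the 100 with levels above the median. Among its 121 calls, 1.65% were genes that had not been changed, and 100% of the calls of changed genes had the right direction. GSEA gave p = 0.001 for a shifted list by permutation and p under 0.05 for 3% of 200 unchanged lists. The simulated genes were drawn independently, so the 3% does not cover lists whose genes vary together. The simulated changes were larger than the log2 fold changes of the p38 target genes of the paper, and the recovery of smaller changes was not tested.

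The alternatives were a block for the replicate number, leaving out each library, median centring of each library, quantile normalization, no filter, a stricter filter (mean above the median of the tested genes), a linear model without moderated variances, limma without the trend, a fold change above 1.3, an adjusted p under 0.01, limma voom on the recovered reads, a pseudocount of 0.1, CPM values rescaled without Gm26917, and leaving out both libraries of replicate 2. For the gene lists, they were other rankings, camera, fry, members above the median level and leaving out each library. The main tests, the 8 lists, the Reactome sets, the marker lists and the rule for the genes to name were chosen before the data were examined, as were all alternatives other than voom, the pseudocount of 0.1, the values without Gm26917, the lists with the labelled genes put back and leaving out both libraries of replicate 2. The pseudocount had been set for linear values and was applied after undoing the log2 scale.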

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

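The test of the scaling of the libraries given here was chosen only after the result was seen.

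Among differentially expressed genes above the median level and without overlap between the groups, 4 of the 5 largest increases were in genes that the paper does not discuss (the other was Prok2 of Fig. 6C), with more reads in each G-CSF library than in any Med library. Wfdc17 had 440, 822 and 703 reads in Med neutrophils and 12575, 11099 and 11799 reads in G-CSF neutrophils, a log2 fold change of 4.18 (standard error 0.13, adjusted p = 3.0e-18, limma). Entpd3 had 16, 16 and 15 reads against 345, 318 and 401, a log2 fold change of 3.91 (standard error 0.23, adjusted p = 2.5e-12, limma). Igfbp6 had 4, 7 and 11 reads against 218, 170 and 204, a log2 fold change of 3.76 (standard error 0.31, adjusted p = 1.3e-09, limma). Nos2 had 27, 64 and 55 reads against 587, 500 and 720, a log2 fold change of 3.46 (standard error 0.21, adjusted p = 4.7e-12, limma).

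The scaling of the libraries is argued against as the cause of these increases. Under median centring, quantile normalization and CPM values rescaled without Gm26917, the lowest log2 fold change of the 4 genes was 3.43. The read totals of the groups overlapped (7239529 to 8704548 and 7915166 to 8566705). With a linear model without moderated variances, each of the 4 genes stayed differentially expressed, with adjusted p values of 0.0263 for Wfdc17, 0.00807 for Entpd3, 0.0174 for Igfbp6 and 0.0497 for Nos2. These were the highest adjusted p values over 19 alternatives, and the lowest log2 fold changes over the same alternatives were 3.96, 3.83, 3.61 and 3.18. Reads shared between Wfdc17 and similar genes of its family stay open, since the counting of the authors is not stated. The marker lists of monocytes and macrophages, B cells, erythroid cells and eosinophils did not rise in G-CSF neutrophils (median log2 fold changes of -0.26, -0.34, -0.20 and -0.25), and cell types without a list were not tested as a source of these 4 transcripts. In all 4 genes each G-CSF library was above each Med library, and G-CSF is the difference between the groups that the design names. The adjusted p values cover the choice of these 4 genes among all genes tested. An effect of G-CSF on Entpd3, Igfbp6, Nos2 and, apart from shared reads, Wfdc17 remains a hypothesis. Cell types without a list were not tested, and the increases were not measured in other libraries.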

How the results depend on the processing

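The alternatives with voom on recovered reads, a pseudocount of 0.1, CPM values rescaled without Gm26917, without both libraries of replicate 2 and with the genes labelled in Fig. 6 put into the lists were chosen only after the results were seen.

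The main test gave 1187 differentially expressed genes, 654 higher and 533 lower. Across the 6 fits that each left out 1 library, there were 837 to 1050 (469 to 608 higher, 368 to 462 lower), and 1137 higher and 1074 lower genes past the lines of Fig. 6A became 1026 to 1188 and 923 to 1116. The near balance of these counts depended on the scaling, with 1633 higher and 750 lower with median centring and 963 and 1257 without Gm26917. Without both libraries of replicate 2, there were 696 (417 higher, 279 lower), of which 677 were among the 1187, a fit with fewer libraries. A linear model without moderated variances gave 171 (119 higher, 52 lower), of which 157 were among the 1187, and limma without the trend gave 209 (136 higher, 73 lower), of which 202 were. The cause of these lower counts was not tested. An adjusted p under 0.01 left 806, with 341 lower. The stricter filter gave 1307, and with fewer genes tested 711 were lower past the lines of Fig. 6A. Each other alternative gave between 955 and 1217 genes, apart from the replicate block. The balance of directions depended on the scaling: 55.1% of the differentially expressed genes were higher as deposited, 70.7% with median centring (860 higher, 357 lower), 49.2% with quantile normalization (584 and 602) and 46.7% without Gm26917 (556 and 634). These scalings moved the median log2 fold change of all tested genes from -0.01 to 0.08, -0.00439 and -0.05.

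With the replicate number as a block, 1601 genes were differentially expressed (880 higher, 721 lower), among them all of the 1187 and, of the labelled genes not called otherwise, Siglecf and 6 more. The paper does not state whether libraries with the same number share a source of cells, and the numbers were not taken as pairs because not every correlation passed 0.1. The correlations of the deviations from the group means between libraries with the same number were 0.00196, 0.0509 and 0.0808 for replicates 1, 2 and 3 over all tested genes, and 0.0310, 0.145 and 0.156 above the median level, where replicates 2 and 3 passed. Above the median level, each was higher than every correlation between libraries with different numbers (-0.170 to 0.0225). Over all tested genes, that of replicate 1 was not (different numbers up to 0.0177). The reads of Xist (540 and 562 in the libraries of replicate 2, and 1 to 6 in the others) go with a source of cells shared by that number in both groups, so a pairing is not excluded.

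Of 341 genes named or in a list, none changed direction together with a call. The linear model without moderated variances lost 110 calls and limma without the trend 99, while the block lost 0 and gained 28. The other alternatives lost between 0 (stricter filter, 300 genes tested) and 39 (without both libraries of replicate 2).

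Adjusted p values of the gene lists depended on the ranking. With the signal-to-noise ratio on log2 values, the calls of the NF-kB list (0.0667), the interferon-stimulated list (0.0667), the specific granule list (0.313) and the tertiary granule list (0.313) were lost. In this ranking the SD was also set to at least 0.2 times the mean, here of the log2 values. Genes with high values therefore get a small ratio even where their replicates are close. These losses are thus weak evidence against the calls, and whether this setting alone caused them was not tested. Members above the median level alone gave 0.0733 for the interferon-stimulated and 0.13 for the tertiary granule list, and fry gave 0.306 and 0.131. With 1 library left out, the adjusted p ranged from 0.00267 to 0.3 for the interferon-stimulated, from 0.00267 to 0.0519 for the specific granule, from 0.0321 to 0.446 for the tertiary granule and from 0.00267 to 0.008 for the NF-kB list. The STAT3 targets were called as higher with camera (0.0132) and with camera and the replicate block (0.0247), and the Reactome set of p38 MAPK events was called as lower with the ranking by moderated t (0.0132) and with fry (0.0132). With the genes labelled in Fig. 6 put back into the lists, the tertiary granule (adjusted p = 0.002) and NF-kB (0.00332) lists were called as higher in place of lower, the p38 pathway changed direction without a call (0.373), and the STAT3 (0.002) and mTORC1 (0.002) targets were called as higher. These changes follow from adding genes that were all higher. The Reactome set of the PI3K cascade changed direction on log2 values (1.0) and without replicate 3 of the Med neutrophils (0.831), with a range of 0.296 to 0.966 with 1 library left out, and was called under none of these. No other gene list or Reactome set changed its direction or its side of the threshold.

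Depth limits the genes with few reads: 65 of the 1187 differentially expressed genes lay below the median level of the genes tested and 1122 above it. In simulated reads, 59.5% of 200 changed genes were recovered, and 91% of those above the median level. The recovery of changes smaller than those simulated was not tested.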

Differences from the paper's values

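The alternatives with voom on recovered reads, a pseudocount of 0.1, CPM rescaled without Gm26917, without both libraries of replicate 2 and with the labelled genes put back into the lists named here were chosen only after the values were seen, and no test of a cause is given.

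For Fig. 6B, the paper states that gene sets of the inflammatory response increased in G-CSF neutrophils, and the panel prints an NES of about -1.4 and an FDR of about 0.13. The NF-kB inflammatory list, which is not the set of the paper and leaves out the genes of Fig. 6C, was lower, with an NES of -2.17 and an adjusted p of 0.004 (permutation). It was lower under each alternative set before the data were examined. With the genes of Fig. 6C put back, an alternative chosen after seeing the values, it was higher (NES 1.79, adjusted p = 0.00332). The Reactome set for signaling by interleukins was higher without a call (NES 1.28, adjusted p = 0.299, permutation), with adjusted p values from 0.0778 to 1.0 over the alternatives.

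For Fig. 6D, the paper states a significant enrichment of the JAK-STAT3, PI3K-mTOR and p38 MAPK pathways, and the panels print an NES of about 1.3, about 0.97 and about 1.2 and an FDR of about 0.24, about 0.74 and about 0.56. With other lists for these pathways, which leave out the genes of Fig. 6E and are moved away from an enrichment by this, GSEA called none: the STAT3 targets had an adjusted p of 0.105, the mTORC1 targets 0.105 and the p38 pathway 0.298 with an NES of -1.1 (permutation). Settings named before the data were examined, camera (adjusted p = 0.0132) and camera with the replicate block (adjusted p = 0.0247), called the STAT3 targets as higher. With the genes of Fig. 6E put back, an alternative chosen after seeing the values, the STAT3 (adjusted p = 0.002) and mTORC1 (adjusted p = 0.002) targets were called as higher. Over the alternatives, the adjusted p ranged from 0.002 to 0.317 for the STAT3 targets, from 0.002 to 0.544 for the mTORC1 targets and from 0.131 to 0.813 for the p38 pathway. The Reactome set of p38 MAPK events was lower (NES -1.34), and fry and the ranking by moderated t called it as lower (adjusted p = 0.0132 for both).

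For Fig. 6A, 19 of the 20 labelled genes were past the lines of Fig. 6A, and Aldoc was not with the main test. Aldoc passed them with limma without the trend and with the linear model without moderated variances. Other labelled genes fell off the lines under single alternatives: Tmem179b without replicate 1 of the Med neutrophils, with quantile normalization and without Gm26917, Sirpa without replicate 2 and Cd47 without replicate 3 of the Med neutrophils, Asah1 without replicate 1 of the G-CSF neutrophils, Lamp2 with quantile normalization, and Prcp without both libraries of replicate 2.

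For Fig. 6E, the paper states that target genes of p38 were increased. All 7 were higher, and 1 was differentially expressed. Of the 17 genes labelled in Fig. 6A, 6C and 6E that did not reach an adjusted p of 0.05, 7 did so under at least 1 alternative. Siglecf was called with the replicate block (adjusted p = 0.0433), median centring (0.0337), quantile normalization (0.0398) and limma without the trend (0.0483), in a range of 0.0337 to 0.216. With the replicate block, Pdpn (0.0252, range 0.0188 to 0.367), Crlf2 (0.0154, range 0.0154 to 0.467), Grb2 (0.0309, range 0.0309 to 0.535), Rac1 (0.0152, range 0.0152 to 0.434), Map2k4 (0.0241, range 0.0239 to 0.356) and Map3k1 (0.0459, range 0.0357 to 0.344) were also called. Median centring called Pdpn, Crlf2, Rac1, Map2k4 and Map3k1, and the stricter filter called Pdpn, Crlf2, Rac1 and Map2k4. Quantile normalization called Pdpn, leaving out replicate 1 of the Med neutrophils called Pdpn and Map3k1, voom called Pdpn, Crlf2 and Rac1, and the pseudocount of 0.1 called Pdpn.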

Other observations

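The tests of sex-linked genes, of the libraries of replicate 2, of the NRF2 response and of the scaling of the NF-kB list, the list with the genes of Fig. 6C put back, and the use of summed reads for the eosinophil markers, were chosen only after the results were seen.

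Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many differentially expressed genes as the real one, which is the real one itself. The other 9 gave 0, with 414 to 767 genes at an unadjusted p under 0.05 against 2751 in the real split. With 10 splits, the share cannot be under 0.1, so a chance arrangement of the libraries cannot be told apart from the treatment by this count alone.

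A change in the share of other cell types was tested with marker lists. The median log2 fold change was -0.34 for B cell markers, -0.26 for monocyte and macrophage markers and -0.20 for erythroid markers, and outside this test -0.17 for proliferation markers and -0.25 for eosinophil markers. These lists moved the same way, by amounts that do not exclude fewer of these cells in the G-CSF neutrophils. The monocyte and macrophage markers moved apart, with Adgre1 at -1.25 (adjusted p = 1.1e-09, limma), Csf1r at -0.33 (adjusted p = 0.0131, limma) and F13a1 at 0.65. Adgre1 and Csf1r had between 1412 and 4330 reads in each library, and Csf1r lost its call in 3 of the 6 fits with 1 library left out. The most abundant B cell marker, Ighm, had 158, 111 and 135 reads in Med and 93, 79 and 78 reads in G-CSF neutrophils, and the most abundant erythroid marker was Hbb-bs, with 848 to 2605 reads. Of the differentially expressed genes, 206 were higher with a log2 fold change above 1 and 154 were lower with one below -1, against 1 of the 18 tested markers (Adgre1). A part of fewer monocytes, B cells or erythroid cells in the differences stays open, since most markers had few reads.

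Eosinophils carry Siglec-F and were tested as a source of Siglecf reads. Besides Prg2, which had 107, 121 and 177 reads in Med and 101, 46 and 216 reads in G-CSF neutrophils, the 7 other eosinophil markers had 132 reads in Med and 81 in G-CSF neutrophils in sum, a log2 ratio of the summed CPM of -0.75 (-0.29 over all 8 markers), while Siglecf rose from 18 to 76 reads. The largest log2 fold change of a tested marker was 0.19 (Ear1). The sums argue against eosinophils as the source of the increase, since added eosinophils would bring their abundant transcripts with them. Each marker by itself except Prg2 had too few reads to decide.

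Xist, which is expressed from the inactive X chromosome, had 3, 540 and 2 reads in replicates 1, 2 and 3 of the Med neutrophils and 6, 562 and 1 reads in those of the G-CSF neutrophils. Ddx3y, Uty, Eif2s3y and Kdm5d, 4 genes of the Y chromosome, were lowest in replicate 2 in 8 of 8 comparisons within the groups, with 582 reads of Ddx3y in replicate 2 of the Med neutrophils against 935 and 1327, and 451 in replicate 2 of the G-CSF neutrophils against 1222 and 1099. The paper does not state the sex of the mice. A candidate explanation is female cells among the cells of the replicate 2 libraries of both groups, together with male cells, and these 8 of 8 comparisons go with it. Ccr2 followed the same pattern, with 46 and 37 reads in replicate 2 against 5 to 11 in the others. Female cells among the cells of the replicate 2 libraries are argued against as the whole cause of the differences between the groups, since 696 genes were differentially expressed in the 4 libraries other than replicate 2. The 2 other splits of these 4 libraries into groups of 2 gave 0 each, with 388 and 291 genes at an unadjusted p under 0.05 against 2364. Of the 696, 677 were among the 1187, and for the other 510 of the 1187 the question stays open with fewer libraries in the fit. The number of mice behind each library is not known here.

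Genes of the NRF2 response, which protects cells from oxidants, were lower in G-CSF neutrophils. Among 11 first members, all were lower and 10 were differentially expressed, such as Prdx1 (log2 fold change -1.60), Srxn1 (-1.42), Gclc (-1.19) and Sqstm1 (-1.04). Ftl1, Gclm and Hmox1 lost their calls in at least 1 fit with 1 library left out. A second list of 18 other members was then written before its values were looked at. Of its 15 tested members, 11 were lower and 4 were higher, 5 were differentially expressed and lower, and G6pdx was higher (log2 fold change 0.78). Taldo1 lost its call in 2 of the 6 fits with 1 library left out. With median centring, 10 were lower and 5 higher. The median of these members was -0.35, against -0.19 to 0.21 for the middle 95% of 10000 random lists matched on level, of which 0.08% had a median as low. This may reflect a lower NRF2 response in G-CSF neutrophils. A technical cause other than the scaling was not tested for these genes, and Fth1 and Slc7a11 are also in the tertiary granule and mTORC1 lists.

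The NF-kB inflammatory list without the genes of Fig. 6C was lower and was tested against the scaling of the libraries. The highest median log2 fold change of the list under median centring, quantile normalization and CPM values rescaled without Gm26917 was -0.52, against -0.62 as deposited, so the scaling is argued against as its cause. With the genes of Fig. 6C put back, the list was higher (NES 1.79, adjusted p = 0.00332, permutation), which follows from adding genes that were all higher and decides nothing about inflammatory genes as a whole. A difference between the groups in activation during culture stays open and was not tested.

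The 5 largest decreases were in Bcl2a1a (log2 fold change -2.10), Arl5c (-1.96), Bcl2a1b (-1.85), Osbpl3 (-1.83) and Txlnb (-1.80), all differentially expressed in each of the 6 fits with 1 library left out. Bcl2a1a and Bcl2a1b are near-identical paralogs, and their values are uncertain because the authors' counting is not stated. Genes named after their values were seen include Cxcr2 (1.26, adjusted p = 4.8e-11, limma), Cd274 (-0.81, adjusted p = 5.2e-05, limma) and Csf3, the gene of G-CSF itself, which had 38, 37 and 17 reads in Med and 7, 13 and 2 reads in G-CSF neutrophils (log2 fold change -1.37, adjusted p = 0.0561, limma). Without replicate 3 of the Med neutrophils, the adjusted p of Csf3 was 0.0369, with a range of 0.0224 to 0.322 over the alternatives. S100a8 and S100a9 were higher in each G-CSF library than in any Med library without reaching the threshold on the log2 values (adjusted p = 0.508 and 0.408, limma). S100a8 made up 6.30% to 6.57% of the summed CPM in Med and 7.01% to 7.25% in G-CSF libraries. For S100a9 the shares were 7.17% to 7.45% and 8.34% to 8.42%. With voom on recovered reads, both were called.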
